# Identification of Dmrt2a downstream genes during zebrafish early development using a timely controlled approach

**DOI:** 10.1186/s12861-018-0173-5

**Published:** 2018-06-19

**Authors:** Rita Alexandra Pinto, José Almeida-Santos, Raquel Lourenço, Leonor Saúde

**Keywords:** Dmrt2a, *dmrt2a* transgenic, Dmrt2b, TALEN mutants, Microarrays, Zebrafish

## Abstract

**Background:**

Dmrt2a is a zinc finger like transcription factor with several roles during zebrafish early development: left-right asymmetry, synchronisation of the somite clock genes and fast muscle differentiation. Despite the described functions, Dmrt2a mechanism of action is unknown. Therefore, with this work, we propose to identify Dmrt2a downstream genes during zebrafish early development.

**Results:**

We generated and validated a heat-shock inducible transgenic line, to timely control *dmrt2a* overexpression, and *dmrt2a* mutant lines.

We characterised *dmrt2a* overexpression phenotype and verified that it was very similar to the one described after knockdown of this gene, with left-right asymmetry defects and desynchronisation of somite clock genes. Additionally, we identified a new phenotype of somite border malformation.

We generated several *dmrt2a* mutant lines, but we only detected a weak to negligible phenotype. As *dmrt2a* has a paralog gene, *dmrt2b*, with similar functions and expression pattern, we evaluated the possibility of redundancy. We found that *dmrt2b* does not seem to compensate the lack of *dmrt2a*. Furthermore, we took advantage of one of our mutant lines to confirm *dmrt2a* morpholino specificity, which was previously shown to be a robust knockdown tool in two independent studies.

Using the described genetic tools to perform and validate a microarray, we were able to identify six genes downstream of Dmrt2a: *foxj1b*, *pxdc1b, cxcl12b, etv2*, *foxc1b* and *cyp1a*.

**Conclusions:**

In this work, we generated and validated several genetic tools for *dmrt2a* and identified six genes downstream of this transcription factor. The identified genes will be crucial to the future understanding of Dmrt2a mechanism of action in zebrafish.

**Electronic supplementary material:**

The online version of this article (10.1186/s12861-018-0173-5) contains supplementary material, which is available to authorized users.

## Background

The DMRT (Doublesex and Mab3 Related Transcription factors) family of zinc finger like transcription factors has been classically associated with sexual determination and differentiation. Although these functions remain fairly conserved in the different animals studied so far, during evolution different members of this family acquired different functions, such as nervous system development, somitogenesis and left-right asymmetry establishment [1].

When considering the DMRT family, Dmrt2a is particularly notorious because it was the first DMRT protein to be identified with a role apart from sexual determination and differentiation. Meng et al. were the first to describe *dmrt2a* expression pattern in the somites, in zebrafish and mouse, and to propose its role in somitogenesis [2]. Later, *dmrt2a* was found in the Left-Right Organiser (LRO) of zebrafish and chicken, and was found to be necessary not only for somitogenesis but also to the synchronisation of the somite clock genes, left-right asymmetry and more recently, to fast muscle differentiation [3–6]. Moreover, a fish-specific paralog gene – *dmrt2b* – was also identified with similar roles regarding somitogenesis and left-right asymmetry establishment [7, 8].

In mouse, DMRT2 was only associated with somitogenesis-related processes. It was proposed that this transcription factor could affect extracellular matrix components such as LAMININ-1 and, it was further demonstrated that DMRT2 could act in a PAX3/DMRT2/MYF5 regulatory cascade at the onset of myogenesis [9, 10].

On the other hand in zebrafish, several roles were described for Dmrt2a, but little is known about its targets and signalling pathway. Until now, only two players are known to interact with *dmrt2a*, at the level of its 3’UTR: Celf1 and miR-203a [5, 6]. Celf1 is an RNA-binding protein that promotes *dmrt2a* mRNA decay. Upon overexpression of *celf1*, *dmrt2a* mRNA levels are decreased, and problems in the synchronisation of the somite clock genes and in left-right asymmetry establishment arise [5]. miR-203a is a microRNA, which also regulates *dmrt2a* mRNA levels, being needed to ensure correct fast muscle development [6].

In this work, our main goal was to identify Dmrt2a downstream genes in order to clarify how this transcription factor controls so many different developmental processes in zebrafish. In order to accomplish this goal, we generated a heat-shock inducible transgenic line that allowed us to induce a timely controlled *dmrt2a* overexpression, and using the TALEN technology, we generated *dmrt2a* stable mutant lines. Taking advantage of one of the *dmrt2a* mutant lines, we were able to validate the specificity of the previously used *dmrt2a* morpholino (MO) [3, 5]. Using our tools, we performed and validated a microarray experiment. We identified *foxj1b*, *pxdc1b, cxcl12b, etv2*, *foxc1b* and *cyp1a* as genes downstream of Dmrt2a. Our findings give the first steps in order to understand Dmrt2a mechanism of action during zebrafish early development.

## Results

### Generation of a heat-shock inducible transgenic line to timely overexpress *dmrt2a*

We generated a heat-shock inducible transgenic line Tg(hsp70:HA-*dmrt2a*) (Fig. 1a) to overexpress *dmrt2a* in a timely controlled manner. We induced a heat-shock (Fig. 1b) at bud-stage given that this time-point coincides with *dmrt2a* early expression (Fig. 1c), marks the beginning of somitogenesis [11] and precedes the formation of zebrafish LRO [12].

**Fig. 1:**
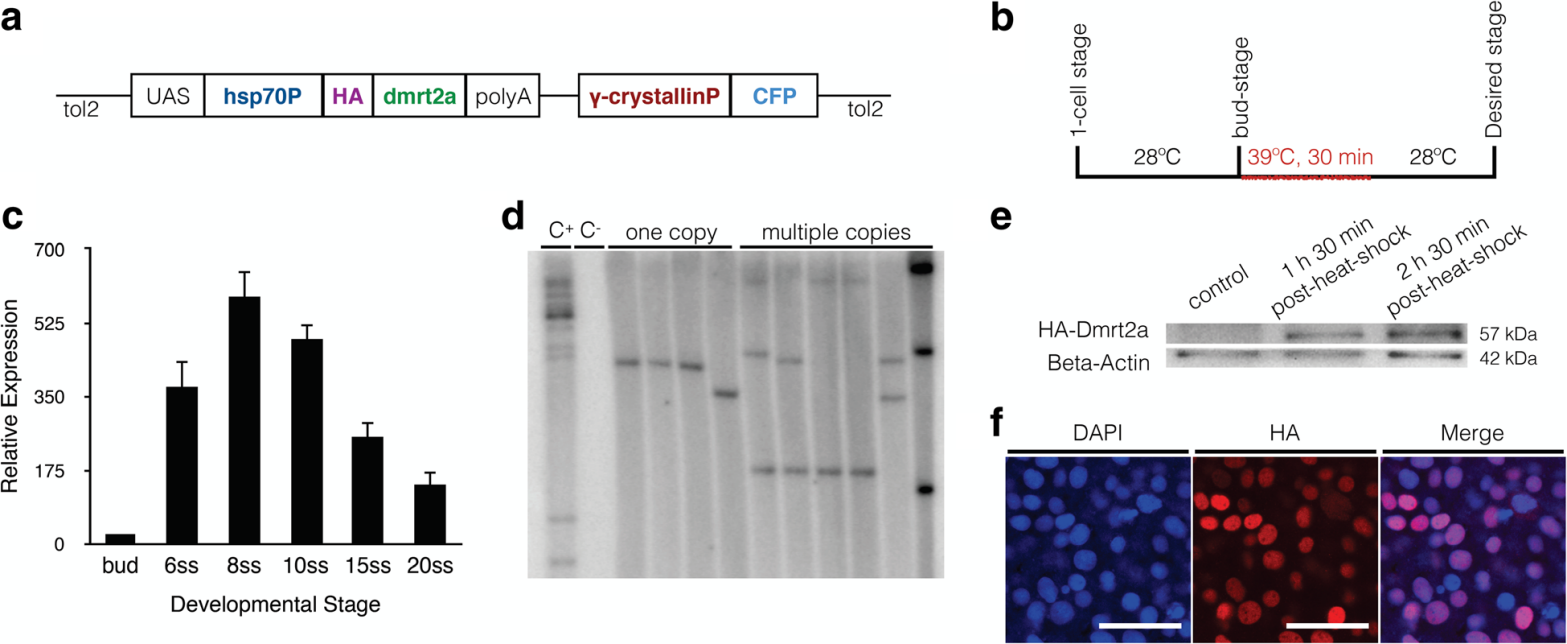
Generation and characterisation of the Tg(hsp70:HA-*dmrt2a*) line. **a** Transgenic construct design. **b** Heat-shock protocol: embryos were raised at 28 °C and the heat-shock performed for 30 min at 39 °C. **c** qPCR analysis showing that *dmrt2a* transcripts are present from bud-stage until 20-somite stage. **d** Southern blot hybridisation using a ^32^P-labelled γ-crystallin probe showing F0 fish with multiple bands (C^+^, positive control), wildtype fish (C^−^, negative control), and F1 generation fish with only one copy of the transgene or multiple copies. **e** The HA-Dmrt2a protein is produced with the correct molecular weight (57 kDa). **f** The fusion protein HA-Dmrt2a (red) co-localises with the nucleus (blue). h: hours, min: minutes, ss: somite stage. Scale bar: 30 μm

To ensure we had a homogenous transgenic population, we selected the fish with only one copy of the transgene (Fig. 1d). We confirmed that after a heat-shock, the HA-Dmrt2a fusion protein was produced with the correct molecular weight (Fig. 1e) and translocated into the nucleus (Fig. 1f). This translocation was controlled by the endogenous nuclear localisation signal contained within Dmrt2a DM domain [13].

### Transient increase of *dmrt2a* expression produces a similar phenotype to *dmrt2a* loss-of-function

We used the Tg(hsp70:HA-*dmrt2a*) to investigate the impact of transiently overexpressing *dmrt2a* during the developmental processes known to be regulated by this gene: left-right asymmetry and somite formation [3, 5].

In the context of left-right asymmetry establishment, *dmrt2a* overexpression led to an increased bilateral expression of the laterality markers, *spaw* and *pitx2*, when compared to controls (Fig. 2a, b). As Nodal signalling promotes the left-jog of the heart tube [14] and given that *spaw* and *pitx2* became bilateral upon *dmrt2a* overexpression, we expected an equivalent percentage of no-jog heart phenotype. However, we obtained an increased percentage of right-jog phenotype, when compared to controls (Fig. 2c). Although bilaterally expressed, small differences in *spaw* levels, between the left and right sides of the lateral plate mesoderm, could be sufficient to drive an asymmetric heart jogging. During heart tube morphogenesis, jogging to the left side is followed by looping to the right side of the embryo (i.e., D-loop). When compared to controls, we obtained a higher percentage of no-loop and S-loop (i.e., left-sided loop) heart phenotypes after *dmrt2a* overexpression, showing a lack of agreement between jogging and looping (Fig. 2d). These results further support the idea that heart looping can be a Nodal independent mechanism [15].

**Fig. 2:**
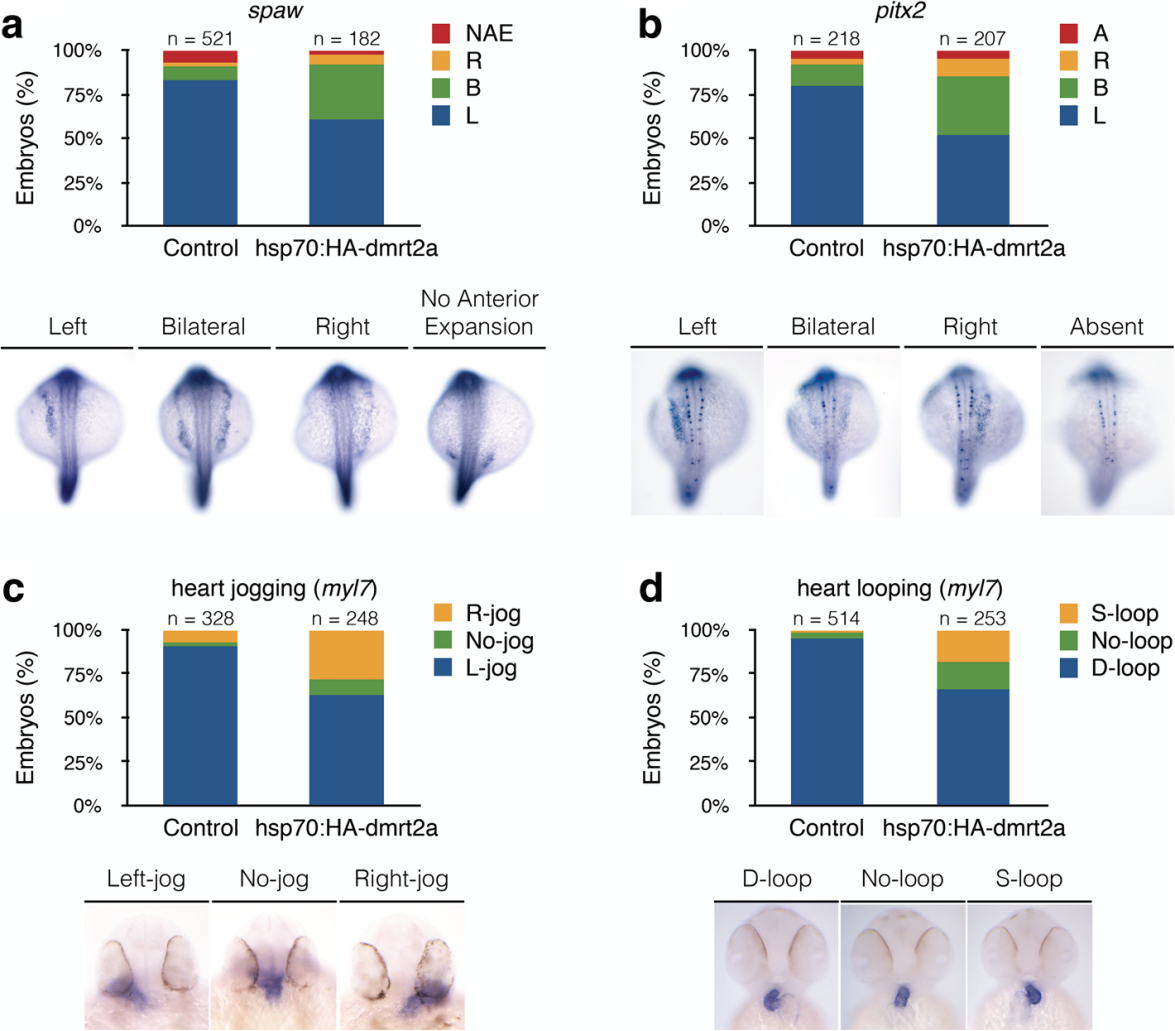
Characterisation of *dmrt2a* overexpression phenotype: left-right asymmetry. **a** Left-sided gene *spaw* (20-somite stage). **b** Left-sided gene *pitx2* (20-somite stage). **c** Heart jogging at 30 hpf, using a *myl7* probe. **d** Heart looping at 48 hpf, using a *myl7* probe. The embryos shown illustrate the different phenotypes obtained. L: left, R: right, B: bilateral, NAE: no anterior expansion, A: absent, hpf: hours post-fertilisation

In the context of bilateral somite formation, we obtained more embryos with a desynchronised expression of the somite clock genes, *deltaC*, *her1* and *her7* after *dmrt2a* overexpression, when compared to controls (Fig. 3a-c). To evaluate the impact of this desynchronisation in somitogenesis, we evaluated *pcdh8*, *mespb*, *myod1* and *cb1045* expression patterns. All these markers revealed defects in somite morphogenesis (Fig. 4a-d) that can be due to poorly defined or absent intersomitic borders, as we observed (Fig. 4e).

**Fig. 3:**
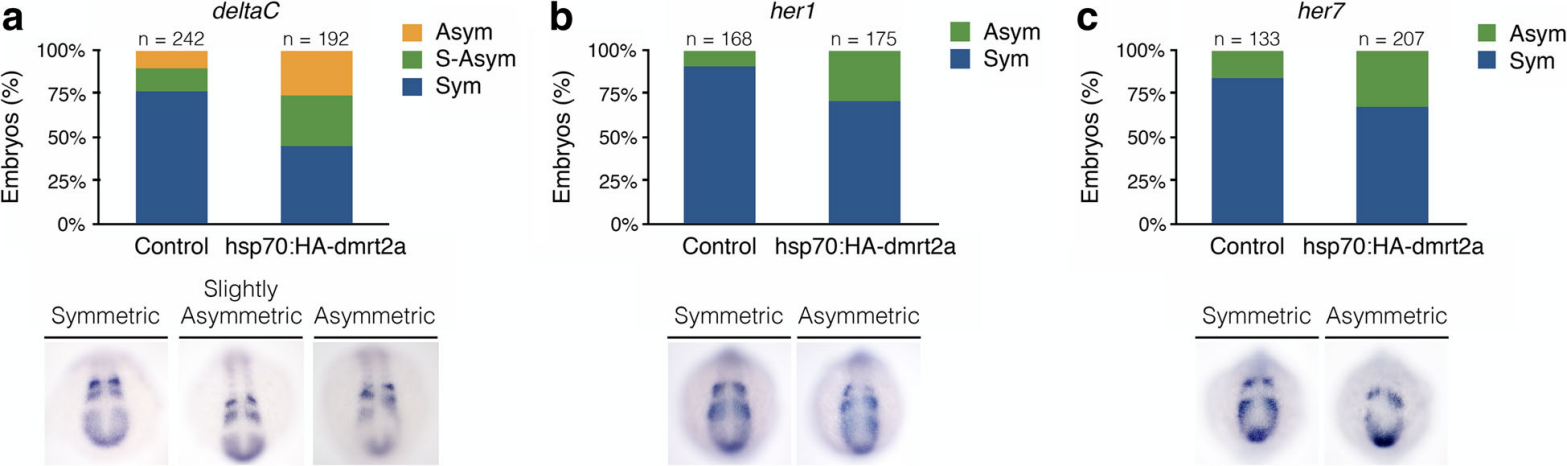
Characterisation of *dmrt2a* overexpression phenotype: somite clock genes. **a** *deltaC* (8-somite stage). **b** *her1* (8-somite stage). **c** *her7* (8-somite stage). The embryos shown illustrate the different phenotypes obtained. Sym: symmetric, S-Asym: slightly asymmetric, Asym: asymmetric

**Fig. 4:**
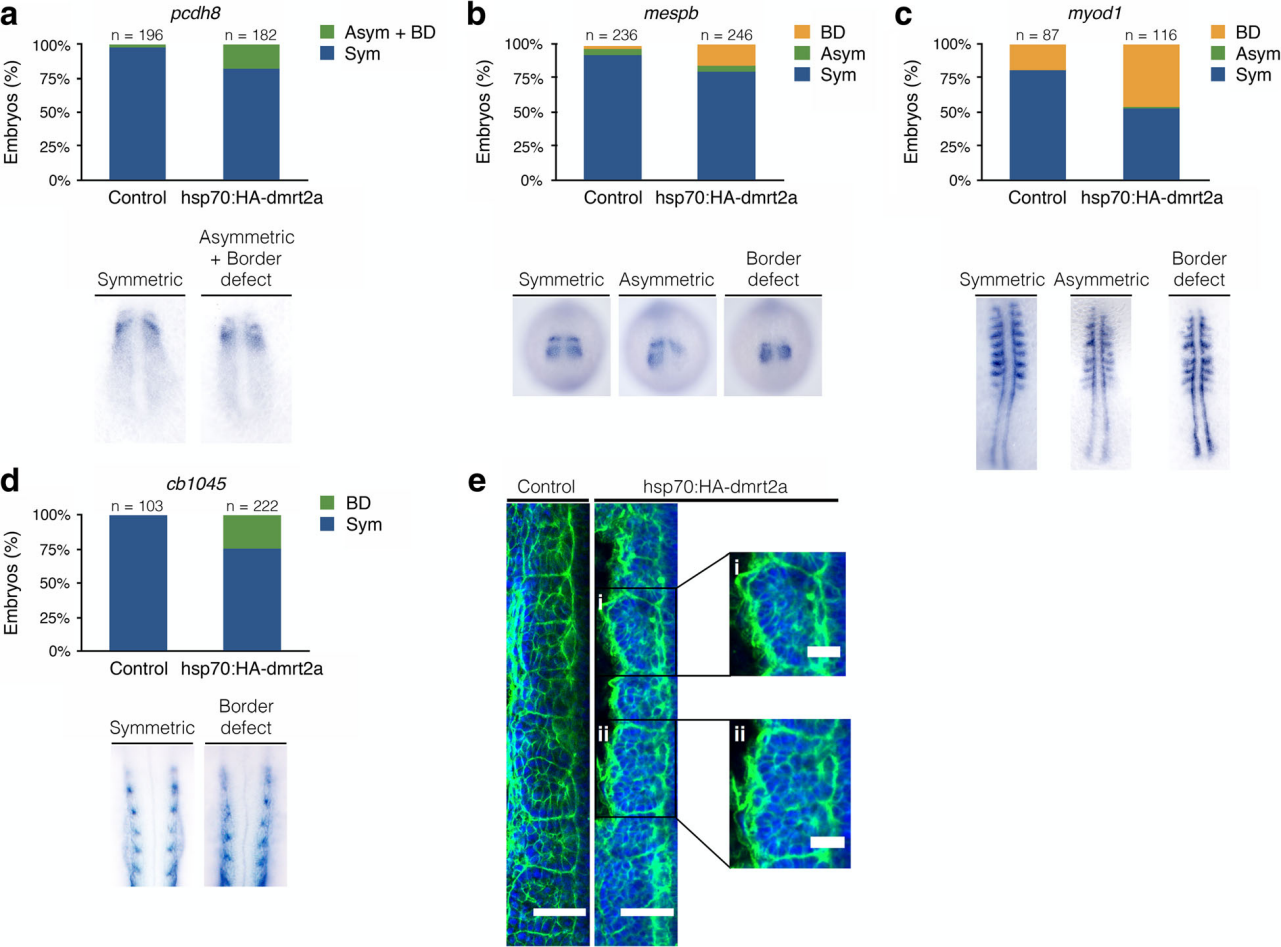
Characterisation of *dmrt2a* overexpression phenotype: somite differentiation and formation markers. **a** Somite differentiation gene *pcdh8* (8-somite stage). **b** Somite boundary gene *mespb* (8-somite stage). **c** Muscle differentiation marker *myod1* (14-somite stage). **d** Somite differentiation gene *cb1045* (24 hpf). The embryos shown illustrate the different phenotypes obtained. **e** F-actin staining in control (*n* = 40/42) and in Tg(hsp70:HA-*dmrt2a*) after *dmrt2a* overexpression (*n* = 22/51) where lack of intersomitic borders is observed (**i**, **ii**). Embryos between 8 and 10-somite stage were used. Sym: symmetric, Asym: asymmetric, BD: border defect, hpf: hours post-fertilisation. Scale bar: 45 μm (**e**) and 20 μm (zoomed panels **i** and **ii**)

Therefore, *dmrt2a* overexpression produces a similar phenotype to the one previously described when this gene is knockdown [3, 5], suggesting a need to fine tune *dmrt2a* levels during early development. Additionally, we observed a robust new phenotype in the formation of somite boundaries.

### A mild to negligible phenotype is observed in *dmrt2a* mutants

In order to produce stable *dmrt2a* mutant lines, we used the TALEN technology (Fig. 5a and Additional file 1: Figure S1a, b). We obtained two different mutants: *dmrt2a*^*Δ100*^, which lacks the 3’end of the 5’UTR, the start codon and part of the first exon spanning a 100 bp region; and *dmrt2a*^*Δ14*^, which also lacks the start codon and has a 12 bp duplication in the first exon (Fig. 5b). *dmrt2a* mutants in homozygosity were viable and were used to characterise the loss-of-function phenotype. We observed that *dmrt2a*^*Δ14−/−*^ had a mild phenotype regarding *spaw* expression pattern and *dmrt2a*^*Δ100−/−*^ only had a very mild phenotype regarding heart jogging (Fig. 6a, b). In both cases, *her7* expression pattern was unaffected (Fig. 6c).

**Fig. 5:**
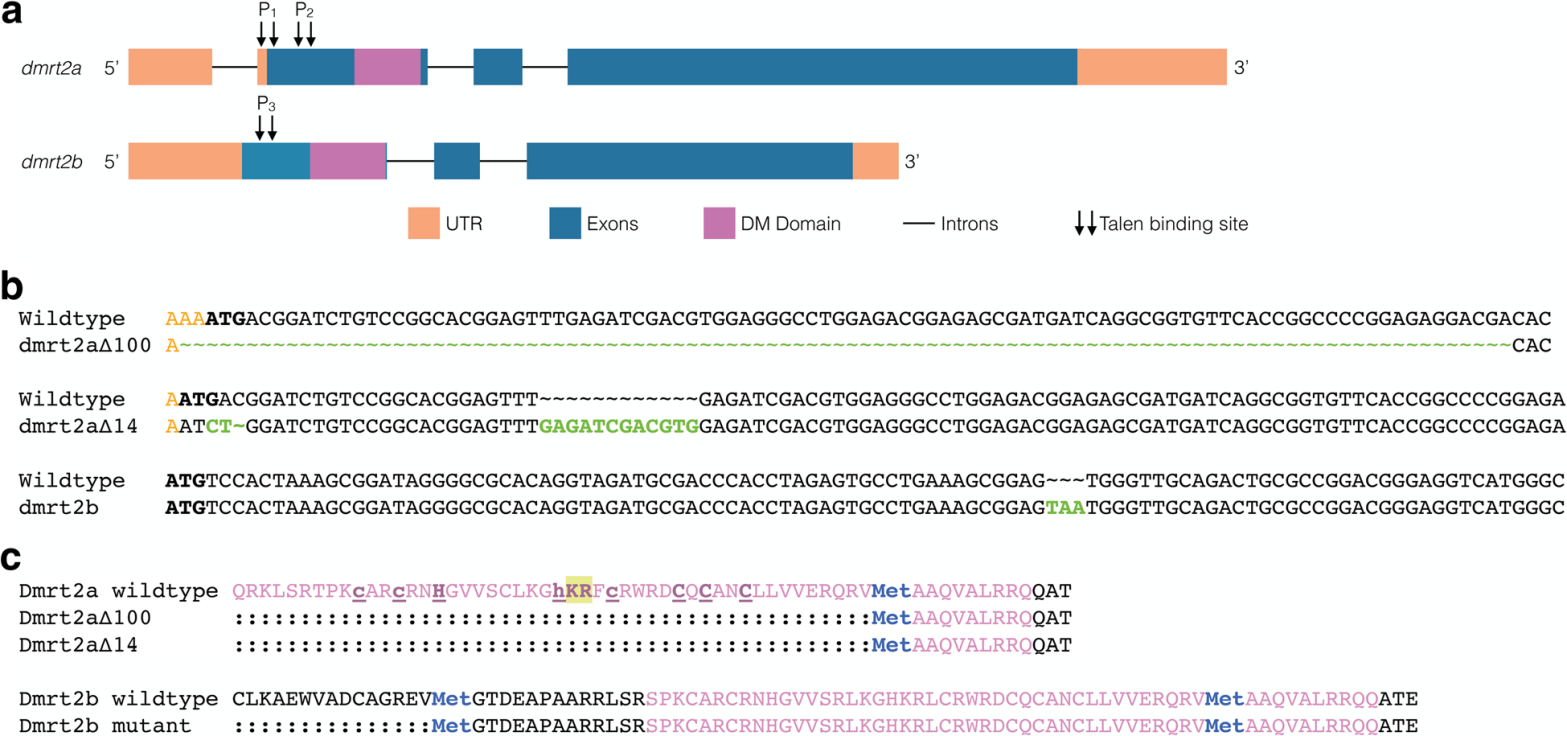
Generation of *dmrt2a* and *dmrt2b* mutant lines. **a** Representation of *dmrt2a* and *dmrt2b* genes. Depiction of the binding site of the three different TALEN pairs (P_1_, P_2_ and P_3_). **b** Representation of the mutations obtained. In bold caps is represented the start codon, in green the indels and in orange the 3’end of the 5’UTR. **c** Alignment between the wildtype sequence of Dmrt2a and Dmrt2b proteins and the expected sequence in the different mutants obtained. In purple is represented the DM domain and in blue the position of putative alternative start codons. In the DM domain of Dmrt2a wildtype protein, the crucial amino acid residues for nuclear translocation and DNA-binding are highlighted, as described [13]: in underlined bold lowercase are represented the ligand-binding residues from the first zinc-binding site and, in underlined bold capital letters the residues from the second zinc-binding site. The two strongly basic residues (K77 and R78) required for nuclear translocation are shaded in yellow. UTR: Untranslated Region, DM: Doublesex and Mab3

**Fig. 6:**
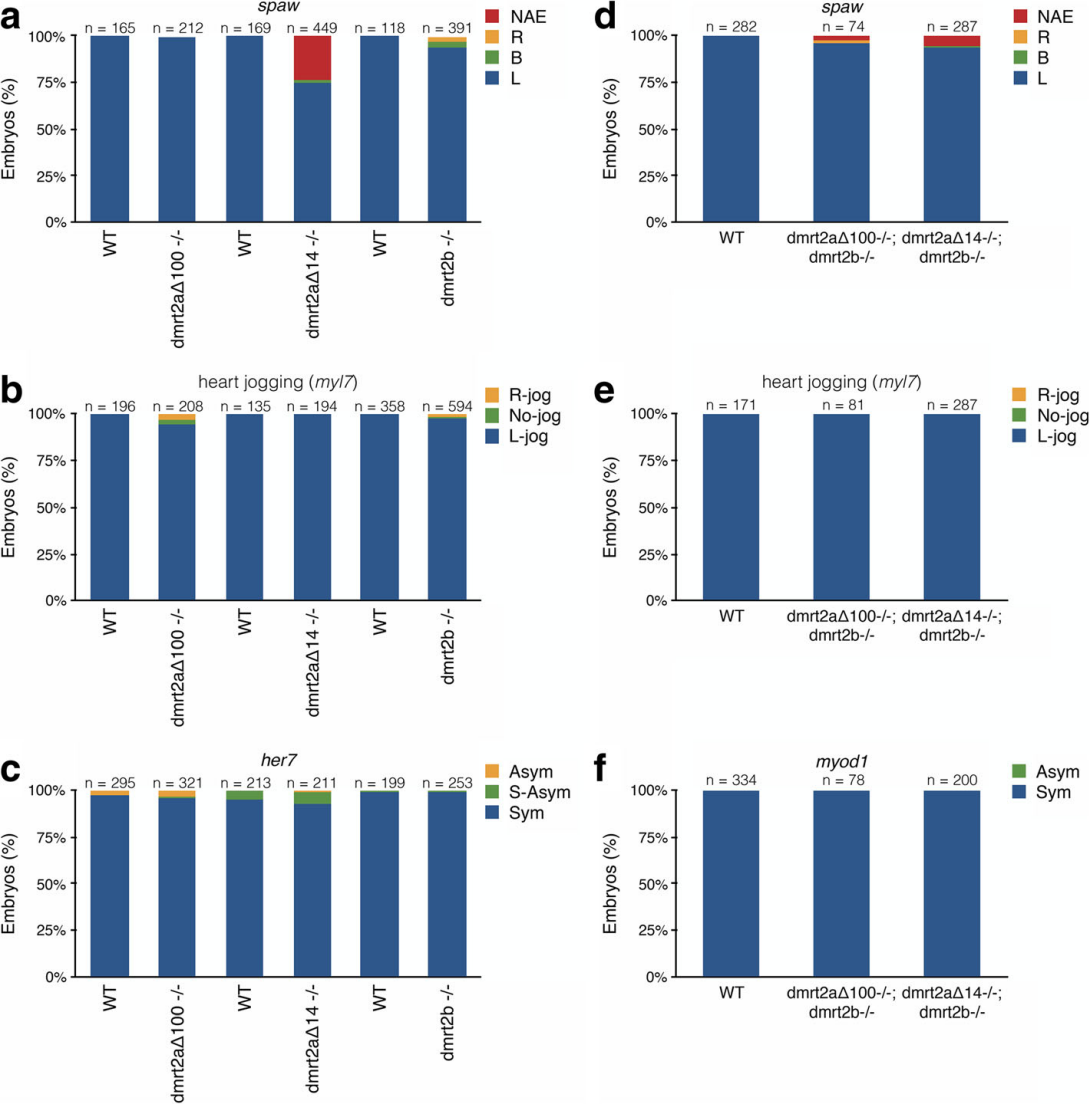
Characterisation of the single and double *dmrt2a* and *dmrt2b* mutants phenotype. **a, b, c** Characterisation of *dmrt2a*^*Δ100−/−*^, *dmrt2a*^*Δ14−/−*^ and *dmrt2b*^*−/−*^ mutant phenotype using: (**a**) left-sided gene *spaw* (20-somite stage), (**b**) *myl7* for heart jogging at 30 hpf and (**c**) *her7*, a cycling gene (8-somite stage). **d, e, f** Characterisation of *dmrt2a*^*Δ100−/−*^;*dmrt2b*^*−/−*^ and *dmrt2a*^*Δ14−/−*^*;dmrt2b*^*−/−*^ double mutants phenotype using: (**d**) left-sided gene *spaw* (20-somite stage), (**e**) *myl7* for heart jogging at 30 hpf and (**f**) *myod1,* a muscle differentiation marker (14-somite stage). L: left, R: right, B: bilateral, NAE: no anterior expansion, Sym: symmetric, S-Asym: slightly asymmetric, Asym: asymmetric, WT: wildtype, hpf: hours post-fertilisation

As *dmrt2a* has a paralog gene – *dmrt2b* – with a similar expression pattern in somites and with described roles in somitogenesis and left-right asymmetry establishment [7, 8], we wanted to verify if, in the absence of *dmrt2a*, *dmrt2b* could compensate its lack. Therefore, using the TALEN technology, we also produced a *dmrt2b* mutant, which has an early stop codon (p.E22_W23insX, Fig. 5a, b and Additional file 1: Figure S1c). Also in homozygosity, *dmrt2b* mutants were viable and presented an even milder phenotype than *dmrt2a* mutants in the different evaluated markers (Fig. 6a-c). We proceeded with the generation of double mutants: *dmrt2a*^*Δ100*^*;dmrt2b* and *dmrt2a*^*Δ14*^*;dmrt2b*. When analysing the double mutants, we observed that: (1) the *spaw* phenotype in *dmrt2a*^*Δ14−/−*^*;dmrt2b*^*−/−*^ was milder than in the single *dmrt2a*^*Δ14−/−*^ mutant, and (2) the heart jogging phenotype present in *dmrt2a*^*Δ100−/−*^ single mutant, disappeared in the double mutant context (Fig. 6d, e). In both cases, *myod1* expression pattern was unaffected (Fig. 6f). As the left-right asymmetry phenotype observed was not consistent between single and double mutants and, as previously reported, zebrafish wildtype embryos can have up to 10% left-right asymmetry defects [16], we considered our phenotypes negligible.

The weak or negligible phenotype observed in our mutant lines can have several explanations, such as the presence of alternative ATGs, the production of Dmrt2 proteins with residual function or the activation of compensatory genes.

Regarding the first hypothesis, we evaluated all the possible alternative ATGs present from the 5’end of the 5’UTR of *dmrt2a* until the 3’end of the DM domain, which contains the two DNA-binding domains and the crucial amino acid residues for nuclear translocation (Fig. 5c) [13]. We were able to identify only one ATG in *dmrt2a* mutants, located near the 3’end of the DM domain that maintained *dmrt2a* reading frame (Fig. 5c). If this ATG was used, the DM domain would be truncated and consequently, would lack the residues shown to be crucial for nuclear translocation. As Dmrt2a is a transcription factor, we would expect that the inability to enter the nucleus would render this protein dysfunctional. Regarding *dmrt2b* mutants, we were able to find an alternative ATG, after the premature STOP codon, which enabled the production of a functional DM domain (Fig. 5c). However, there is no guarantee that this ATG is in an appropriate genomic environment to allow its use.

In the absence of specific antibodies against Dmrt2a and Dmrt2b to evaluate the production of these proteins, we cannot be sure that we have true null mutants. Therefore, we used an indirect approach: we evaluated the levels of both transcripts based on the assumption that, if *dmrt2a* and *dmrt2b* transcripts are dysfunctional they should be degraded.

The results we obtained from this evaluation were the following: (1) in single *dmrt2a* mutants and in double mutants, *dmrt2a* transcript was increased; (2) in single *dmrt2b* mutants, its transcript was increased and *dmrt2a* transcript was unaffected; (3) in single *dmrt2a* mutants and in double mutants, *dmrt2b* transcript was not affected (*dmrt2a*^*Δ100−/−*^ and *dmrt2a*^*Δ100−/−*^;*dmrt2b*^*−/−*^) or was only slightly affected (*dmrt2a*^*Δ14−/−*^ and *dmrt2a*^*Δ14−/−*^;*dmrt2b*^*−/−*^) (Fig. 7). These results show that *dmrt2a* and *dmrt2b* transcripts are under a negative feedback loop regulating their own expression, which suggests a deficiency in the production of Dmrt2a and Dmrt2b proteins. However, we still cannot assume that the mutations obtained produce null alleles. Our data also corroborates the lack of redundancy between *dmrt2a* and *dmrt2b*, further supporting previously published results [8].

**Fig. 7:**
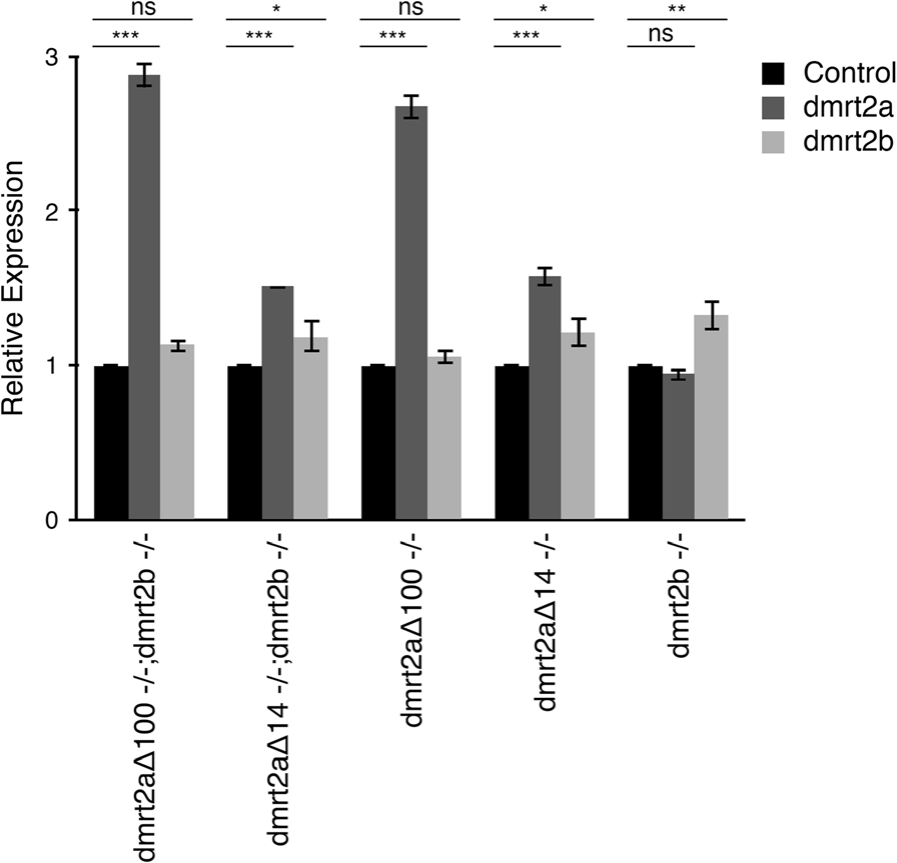
Evaluation of *dmrt2a* and *dmrt2b* transcript levels in single and double mutants at 24 hpf. *P < 0.05, **P < 0.01, ***P < 0.001, ns: not significant. *P*-values were generated using a two-tailed *t*-test. Hpf: hours post-fertilisation

### *dmrt2a*-MO proves to be specific and non-toxic

At this moment, we lack specific antibodies to confirm if the different mutants obtained are true nulls and, assuming that a compensatory mechanism is taking place, we have yet to identify possible candidate gene(s) for this role. Nevertheless, we took advantage of one of our mutant lines to re-validate *dmrt2a*-MO [3, 5].

To accomplish this, we used the *dmrt2a*^*Δ100−/−*^ background, which lacks 13 nucleotides of the *dmrt2a*-MO binding site (Fig. 8a). As the morpholino lacks it preferred binding site, it is the ideal situation to evaluate if it can bind non-specifically to other regions in the genome. To perform this evaluation, we injected *dmrt2a*-MO in the mutant background and compared it with wildtype embryos injected in the same conditions. After injecting *dmrt2a*-MO in a wildtype background, we observed the expected phenotype in *myod1* and *spaw* expression (Fig. 8b, c). In contrast, this phenotype was absent or extremely reduced when injecting *dmrt2a*-MO in the mutant background (Fig. 8b, c). Our results suggest that, in the evaluated conditions, *dmrt2a*-MO does not have detectable off-target effects. Additionally, we observed that the toxicity marker – *p53* – was not significantly affected after *dmrt2a*-MO injection (Figs. 8d, d’ and 9b, c for procedure details). As *dmrt2a*-MO seems to be specific, without off-targets and non-toxic, we decided to use it as a preferential loss-of-function tool.

**Fig. 8:**
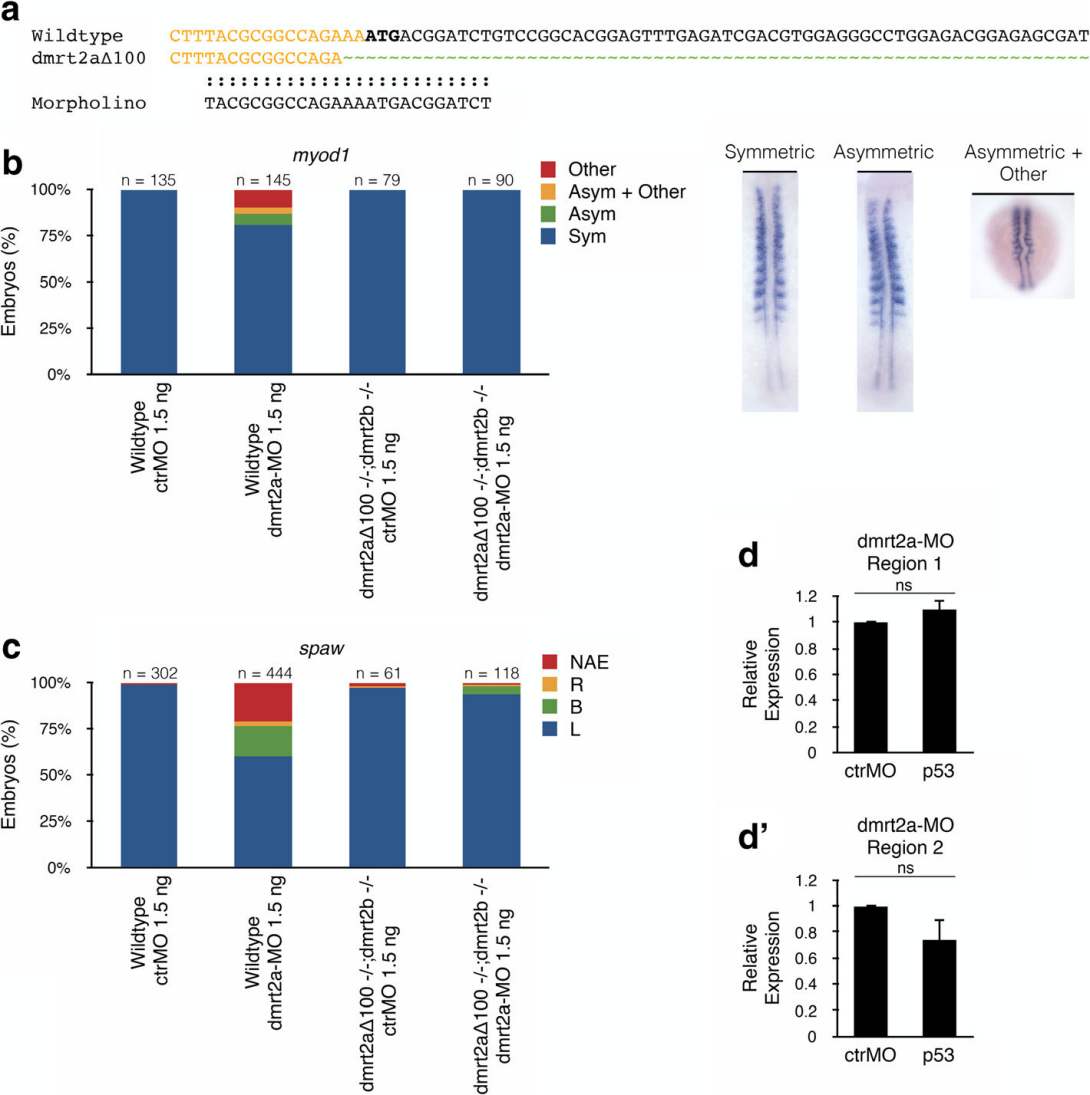
Evaluation of the specificity of *dmrt2a*-MO. **a** Alignment between wildtype *dmrt2a* sequence, *dmrt2a*^*Δ100*^ sequence and *dmrt2a*-MO. The MO is represented in the sense orientation. In bold caps is represented the start codon, in green the indels and in orange the 3’end of the 5’UTR. **b, c** Validation of the specificity of *dmrt2a*-MO using (**b**) *myod1* (14-somite stage) and (**c**) *spaw* (20-somite stage). The embryos shown illustrate the different phenotypes obtained in *myod1* expression. **d, d’** Evaluation of *p53* levels by qPCR in (**d**) Region 1 (somites) and (**d’**) Region 2 (tailbud/LRO) after injecting *dmrt2a*-MO in wildtype embryos. UTR: Untranslated Region, L: left, R: right, B: bilateral, NAE: no anterior expansion, Sym: symmetric, Asym: asymmetric, ctrMO: control morpholino, ns: not significant. *P*-values were generated using a two-tailed *t*-test

**Fig. 9:**
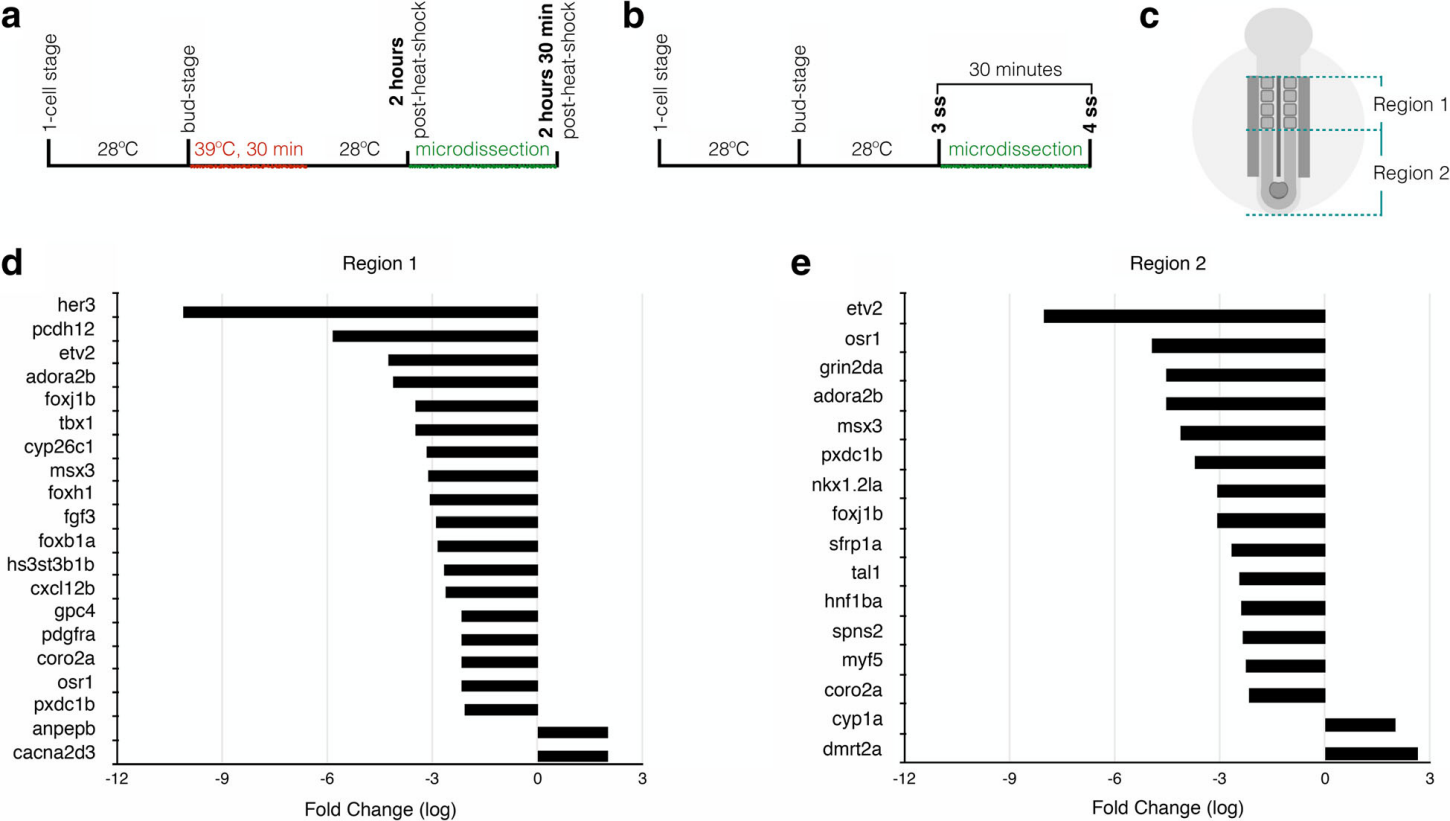
Microdissection protocols and microarray selected data. **a** Representation of the procedure used for the gain-of-function approaches (microarray and qPCR). **b** Representation of the procedure used for the loss-of-function approach. **c** Representation of the microdissected regions. **d** Selected genes from Region 1 microarray with FC > 2 or FC < − 2, *P* < 0.05 and FDR < 0.05. **e** Selected genes from Region 2 microarray with FC > 2 or FC < − 2, *P* < 0.05 and FDR < 0.05. min: minutes, ss: somite stage

### Genome wide approach to identify Dmrt2a downstream genes

In the context of the Tg(hsp70:HA-*dmrt2a*), the HA-Dmrt2a fusion protein peaks between 1 h 30 min and 2 h post-heat-shock (Additional file 2: Figure S2). Given that our goal was to identify Dmrt2a most immediate downstream genes we decided to collect embryo samples between 2 h (~ 3-somite stage) and 2 h 30 min (~ 4-somite stage) after heat-shock (Fig. 9a). Embryo samples were collected using a microdissection protocol. We microdissected Region 1 (containing somites) and Region 2 (containing tailbud/LRO) which are *dmrt2a* expressing territories (Fig. 9c). These samples were used in a microarray analysis.

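RNA from the microdissected pieces was hybridised to 12 Affymetrix Zebrafish Gene ST arrays, 3 for each of 4 groups: transgenic and control pieces of Region 1, and transgenic and control pieces of Region 2. Tg(hsp70:HA-*dmrt2a*) embryos carry a *dmrt2a* transgene, tagged with HA, under a heat-shock promoter. The control embryos were wildtype embryos that received the same heat-shock, 39 °C for 30 min, and both were then raised at 28 °C. Pieces were collected from 2 h to 2 h 30 min after the heat-shock, at about the 3- to 4-somite stage, and each array received RNA from a pool of 100 pieces. The methods call the 3 replicates of each condition biological. The deposited table gives 1 log2 signal for each of 75212 probe sets on each array. The authors made it from the scanner files with Affymetrix Expression Console. The summarization and normalization method is not given in the sources used here. The median log2 signal lay between 3.47 and 3.49 on the Region 1 arrays and between 3.29 and 3.32 on the Region 2 arrays. The highest signal of an array was 12.5. Probe sets were named through the platform annotation, with symbols updated where a newer one was on record: 29528 had 1 gene symbol, 1845 had several and 43839 had none. A gene with several probe sets was represented by the one with the highest mean over the 12 arrays, which gave 20519 named genes. The symbols that the paper uses were kept for its genes. Transgenic and control arrays were compared within each region with limma (lmFit and eBayes) on the deposited values. P-values were adjusted by the Benjamini-Hochberg method over all 75212 probe sets. A probe set counted as changed at the paper's thresholds, a fold change above 2 or below -2 with a p-value and an adjusted p-value under 0.05. The paper used one-way ANOVA and a false discovery rate. Here limma, which borrows the spread from all probe sets, took its place. The ANOVA, called the paper's test in what follows, was run as an alternative. Gene lists were tested with camera at a preset inter-gene correlation of 0.01, adjusted over the 34 lists. The test, the thresholds, the alternatives, the gene lists and the rule for naming genes were chosen before the data were examined, although the paper's figures had been seen. The number of arrays limits the precision: an exact permutation test of 3 arrays against 3 cannot give a p-value under 0.1, so none is given for single genes.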

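*dmrt2a*, the gene carried by the heat-shock transgene, was more than doubled in transgenic pieces of Region 2 and differed little in Region 1. In Region 2 its log2 signal was 8.76 ± 0.07 (SD, n = 3) in transgenic pieces and 7.37 ± 0.04 (SD, n = 3) in control pieces, a fold change of 2.63. In Region 1 it was 8.74 ± 0.0078 (SD, n = 3) in transgenic pieces and 8.39 ± 0.06 (SD, n = 3) in control pieces, a fold change of 1.28. In both regions every transgenic array lay above every control array; chance alone sets 3 arrays apart from 3, in either direction, for 10% of unchanged genes. The values do not tell transcripts of the transgene from those of the endogenous gene.

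**Figure D1:**
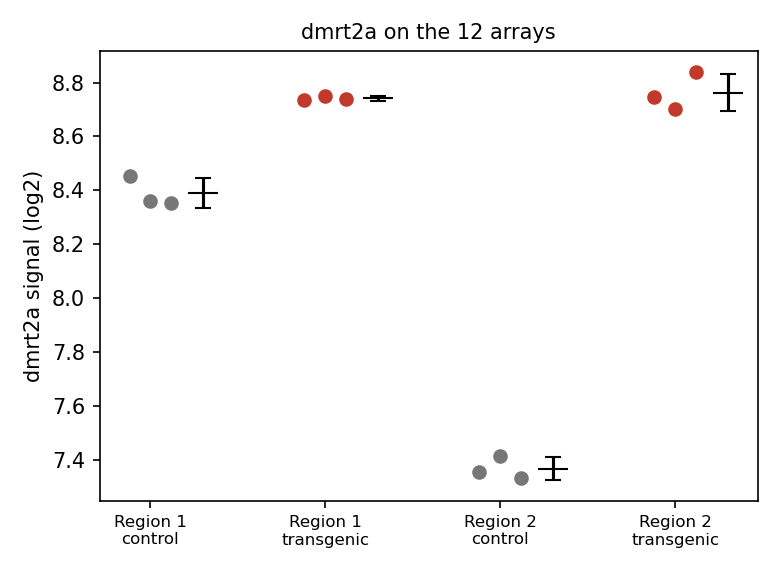
Signal of *dmrt2a* (log2, vertical axis) on the 12 arrays, by region and genotype. Each dot is 1 array, the dash beside the dots is the mean of 3 arrays and the bar its SD; the transgenic means are 8.74 in Region 1 and 8.76 in Region 2, and the control means 8.39 and 7.37.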

In the microarray data (Fig. 9d, e and Additional file 3: Figure S3a, b), *dmrt2a* levels are increased as expected. However, *dmrt2a* is significantly increased in Region 2 (Fold change (FC) = 2.63, *P* = 0.000008, False Discovery Rate (FDR) = 0.0212) but not in Region 1 (FC = 1.3, *P* = 0.000416, FDR = 0.0677). This could be due to the higher physiological expression levels of *dmrt2a* in somites (Region 1) when compared to tailbud/LRO (Region 2).

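The rise of *dmrt2a* in Region 2 was 1.40 on the log2 scale (standard error 0.0716, limma adjusted p = 0.00352). In Region 1 the log2 difference was 0.35 (standard error 0.0636, limma adjusted p = 0.0991). The effect of the transgene was larger in Region 2 than in Region 1 by 1.04 on the log2 scale, in a limma test of the difference itself (adjusted p = 0.000825). *dmrt2b*, the duplicate of *dmrt2a*, had a log2 difference of -0.44 in Region 1 (adjusted p = 0.289) and -0.54 in Region 2 (adjusted p = 0.263). Of 5 measured genes of the DMRT family, *dmrt2a* was the only one past an adjusted p of 0.05 in Region 2, and none passed in Region 1 (1 higher and 1 lower at an unadjusted p under 0.05; 1 higher and 1 lower when adjusted over the list alone in either region; camera adjusted p = 0.86 in Region 1 and 0.663 in Region 2). The paper's test passed none of the 5 in Region 1 after adjustment either. The Region 1 difference of *dmrt2a* passed the threshold when limma used a trend and a robust spread, all 12 arrays, brighter probe sets only or probe sets with 1 gene symbol only.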

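In wildtype control pieces, *dmrt2a* was higher in Region 1 than in Region 2 by 1.02 on the log2 scale (standard error 0.0603, limma adjusted p = 5.7e-07, n = 3 each). Genes of muscle were also higher in Region 1, among them *myog*, a muscle regulator, by 1.43. Of 32 genes of muscle differentiation, 19 were higher in Region 1 and 7 lower at an adjusted p under 0.05 (20 and 7 when adjusted over the list alone; camera adjusted p = 0.0123). The somite list did not pass: of 22 genes of the somites and dermomyotome, 11 were higher and 6 lower (the same when adjusted over the list alone; camera adjusted p = 0.0907), with *uncx4.1*, a gene of the posterior part of each somite, higher by 2.88 (6.39 against 3.51). Genes of the tailbud were lower in Region 1. *msgn1*, a gene of the presomitic mesoderm, stood at 5.26 in Region 1 and 9.94 in Region 2, a difference of -4.68. Of 39 tailbud genes, 28 were lower in Region 1 and 2 higher (the same when adjusted over the list alone; camera adjusted p = 6.22e-27). Of 20 trunk *Hox* genes, 16 were lower and 2 higher (likewise the same; camera adjusted p = 1.61e-19). The list of cilia and LRO genes did not pass: of 46, 9 were higher and 8 lower (10 and 8 when adjusted over the list alone; camera adjusted p = 0.298), with *dand5*, expressed around the LRO, lower by 1.98. Region 1 also held more transcript of hindbrain and head genes: of 39 on its list, 21 were higher and 3 lower (23 and 3 when adjusted over the list alone; camera adjusted p = 9.33e-05). With an estimated correlation the lists that had passed still did, with adjusted p = 0.0489 for muscle, 0.000969 for the tailbud, 0.000969 for the trunk *Hox* genes and 0.0143 for the hindbrain and head. The regions appear to have been normalized apart, since the array medians of Region 1 lie above those of Region 2, so these levels carry that offset. Centring each array on its median gave 0.84 for *dmrt2a*, and quantile normalization of all arrays together 0.97.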

DMRT proteins were described to act as activators, repressors or both [17, 18]. 

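More genes fell than rose in transgenic pieces of both regions. In Region 1, 62 of 84 changed probe sets were lower in transgenic pieces (73.8%), and in Region 2, 83 of 94 (88.3%). Counted as named genes, by any of their probe sets, 41 were lower and 11 higher in Region 1, and 53 were lower and 3 higher in Region 2. The largest fall in Region 1 was that of *her3*, a Hairy/E(spl)-related repressor of the neural plate, from 7.72 ± 0.06 to 4.37 ± 0.10 (SD, n = 3), a fold change of -10.2 (limma adjusted p = 0.000255). It was followed by the protocadherin *pcdh12* (fold change -5.83), the adenosine receptor *adora2b* (-4.46), the endothelial regulator *etv2* (-4.23) and *g6pc1a.2*, a glucose-6-phosphatase gene (-4.11). In Region 2, *g6pc1a.2* fell most, from 6.68 ± 0.12 to 3.38 ± 0.09 (SD, n = 3), a fold change of -9.88 (limma adjusted p = 0.000622). Next came *etv2* (fold change -7.97), *osr1* of the intermediate mesoderm (-4.96), the glutamate receptor *grin2da* (-4.52) and the homeobox gene *msx3* (-4.13). The fall of *g6pc1a.2* in Region 1 passed with 1 array left out only when that was transgenic replicate 2 (adjusted p = 0.0244, and up to 0.169 for the other arrays). The falls of *osr1* and *msx3* in Region 2 did not pass without control replicate 3 (adjusted p = 0.0513 for both). Without a fold minimum, 259 probe sets were lower and 122 higher in Region 1 at an adjusted p under 0.05, and 301 were lower and 51 higher in Region 2. With the paper's test at the same thresholds, 31 probe sets were lower and 1 higher in Region 1, and 29 were lower and 1 higher in Region 2. The counts rest on all 6 arrays of a region. With each array left out in turn, Region 1 had 30 to 44 changed probe sets (84.1% to 97.3% lower). Region 2 had 16 without control replicate 3, 25 without transgenic replicate 2, 39 to 41 without transgenic replicate 1 or control replicate 1 or 2, and 68 without transgenic replicate 3 (85.0% to 97.4% lower). Of the genes picked by the rule for naming genes, not all of them named here, that passed an adjusted p of 0.05, 19 of 60 in Region 1 and 10 of 48 in Region 2 still passed whichever array was left out. In Region 1 these were *her3*, *pcdh12*, *adora2b*, *etv2*, *tbx1*, *cyp26c1*, *msx3*, *fgf3*, *gbx2*, *foxb1a*, *foxh1*, *foxj1b*, *cxcl12b*, *hs3st3b1b*, *gpc4*, *pdgfra*, *coro2a*, *pxdc1b* and *tfap2c*. In Region 2 they were *dmrt2a*, *etv2*, *g6pc1a.2*, *grin2da*, *adora2b*, *pxdc1b*, *nkx1.2la*, *prdm12b*, *foxj1b* and *myf5*.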

Our microarray analysis revealed that Dmrt2a seems to act mainly as a repressor during early development.

The analysis of the microarray showed some genes that could be expected to be downstream of Dmrt2a, such as *myf5* (myogenesis related [10]) and *foxj1b* (left-right asymmetry related [19]). 

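*myf5*, a regulator of early myogenesis, fell in Region 2 and not in Region 1. In Region 2 its log2 signal was 7.71 ± 0.01 (SD, n = 3) in transgenic and 8.90 ± 0.03 (SD, n = 3) in control pieces, a fold change of -2.28 (log2 -1.19, standard error 0.0631, limma adjusted p = 0.00375). In Region 1 the log2 difference was 0.02 (adjusted p = 0.947), and the effects differed between the regions by -1.21 (limma adjusted p = 0.000441). *foxj1b*, a regulator of motile cilia, fell in both regions. It stood at 4.51 ± 0.14 (SD, n = 3) in transgenic and 5.92 ± 0.04 (SD, n = 3) in control pieces of Region 1 (log2 -1.41, limma adjusted p = 0.00473), and at 3.88 ± 0.07 and 5.40 ± 0.11 in Region 2 (log2 -1.52, limma adjusted p = 0.00375). It has 3 probe sets; 2 hold identical values and the other gave -1.79 in Region 1 and -1.62 in Region 2. Of 32 genes of muscle differentiation, 2 fell in Region 2, *myf5* and *myod1* (log2 -0.59, adjusted p = 0.0422, and 0.112 to 0.168 without each array in turn), and none rose. When adjusted over the list alone 4 were lower (camera adjusted p = 0.00234, but adjusted p = 0.11 with an estimated correlation). In Region 1 limma passed 0 of the 32 (7 higher and 4 lower at an unadjusted p under 0.05; 5 higher and 2 lower when adjusted over the list alone; camera adjusted p = 0.468), and the paper's test also passed 0 after adjustment. Of 46 genes of cilia and the LRO, *foxj1b* alone passed in each region (1 higher and 3 lower in Region 1 and 1 lower in Region 2 when adjusted over the list alone; camera adjusted p = 0.753 and 0.334).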

Interestingly, a category of genes that was revealed to be potentially downstream of Dmrt2a, is related to cardiovascular development (Additional file 4: Figure S4a, b).

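*etv2*, the transcription factor that starts endothelial and blood development, fell in both regions. Its log2 signal was 4.15 ± 0.06 (SD, n = 3) in transgenic and 6.23 ± 0.08 (SD, n = 3) in control pieces of Region 1 (log2 -2.08, standard error 0.0728, limma adjusted p = 0.00109), and 4.14 ± 0.22 and 7.13 ± 0.11 in Region 2 (log2 -2.99, standard error 0.126, limma adjusted p = 0.00194). *tal1*, a regulator of blood and endothelium, fell in Region 2 by 1.30 on the log2 scale (limma adjusted p = 0.00563) and in Region 1 by 0.62 (limma adjusted p = 0.0495). The heart and pharyngeal gene *tbx1* fell in Region 1 from 7.83 ± 0.0077 to 6.04 ± 0.0066 (SD, n = 3; log2 -1.80, limma adjusted p = 0.00103), the heart gene *nkx2.7* by 1.19 (adjusted p = 0.0147), and *cxcl12b*, a chemokine that guides endothelial cells, by 1.39 (adjusted p = 0.00164). In Region 2 *cxcl12b* differed by -0.17 (adjusted p = 0.604), and the effects differed between the regions by 1.21 (limma adjusted p = 0.00194). *tbx1* stood at 3.40 in control pieces of Region 2, near the array medians, which leaves little room for a fall there (log2 -0.30, adjusted p = 0.269). Of 31 angioblast and endothelial genes, *etv2* and *tal1* fell in each region and none rose (3 lower in Region 1, and 7 lower and 1 higher in Region 2, when adjusted over the list alone; camera adjusted p = 0.689 and 0.404, downwards in both, where the median members lie at 0.01 and 0.0049). Only 9 of the 31 in Region 1 and 11 in Region 2 had a mean log2 signal above 5, with medians of -0.0046 and -0.19. Most members were dim, so an absence of change in them tells little. Of 25 genes of primitive blood, *tal1* fell in Region 1, and *tal1* and *cebpa* (log2 -0.67) fell in Region 2 (camera adjusted p = 0.747 and 0.0552). Of 20 heart field genes, *tbx1* and *nkx2.7* fell in Region 1, where the list was lower by camera (adjusted p = 0.0085, but adjusted p = 0.261 with an estimated correlation). In Region 2 *hand2* (log2 -0.74) and *gata5* (-0.55) fell (camera adjusted p = 0.496). No GO annotation was used here, so these lists stand in for the paper's GO terms. Among the genes past the thresholds, 3 of 52 in Region 1 were on the union of the lists, 74 genes, against 0.188 expected (odds ratio 17.6, 95% interval 3.43 to 56.5, two-sided Fisher's exact test, p = 0.000877): *etv2*, *tbx1* and *nkx2.7*. In Region 2 it was 2 of 56, *etv2* and *tal1*, against 0.202 expected (odds ratio 10.5, 95% interval 1.22 to 41.1, Fisher's exact test, p = 0.0174). Without the genes that the paper names, 1 remained in Region 1 (exact p = 0.102) and 0 in Region 2 (exact p = 1). In Region 1 the paper's test passed neither *tal1* nor *nkx2.7* at an adjusted p under 0.05. There limma lost *tal1* without each of the 6 arrays (log2 -0.67 to -0.56) and *nkx2.7* without each but transgenic replicate 3 (log2 -1.27 to -1.13). In Region 2 it lost *tal1* without transgenic replicate 2 or control replicate 3 (log2 -1.36 to -1.24 over all 6), and *cebpa*, *hand2* and *gata5* without each array.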

We proceeded to validate the microarray data by qPCR. All the selected genes were independently validated, except for *ctslb* in Region 1 (Fig. 10a, a’ and Additional file 5: Figure S5a, a’).

**Fig. 10:**
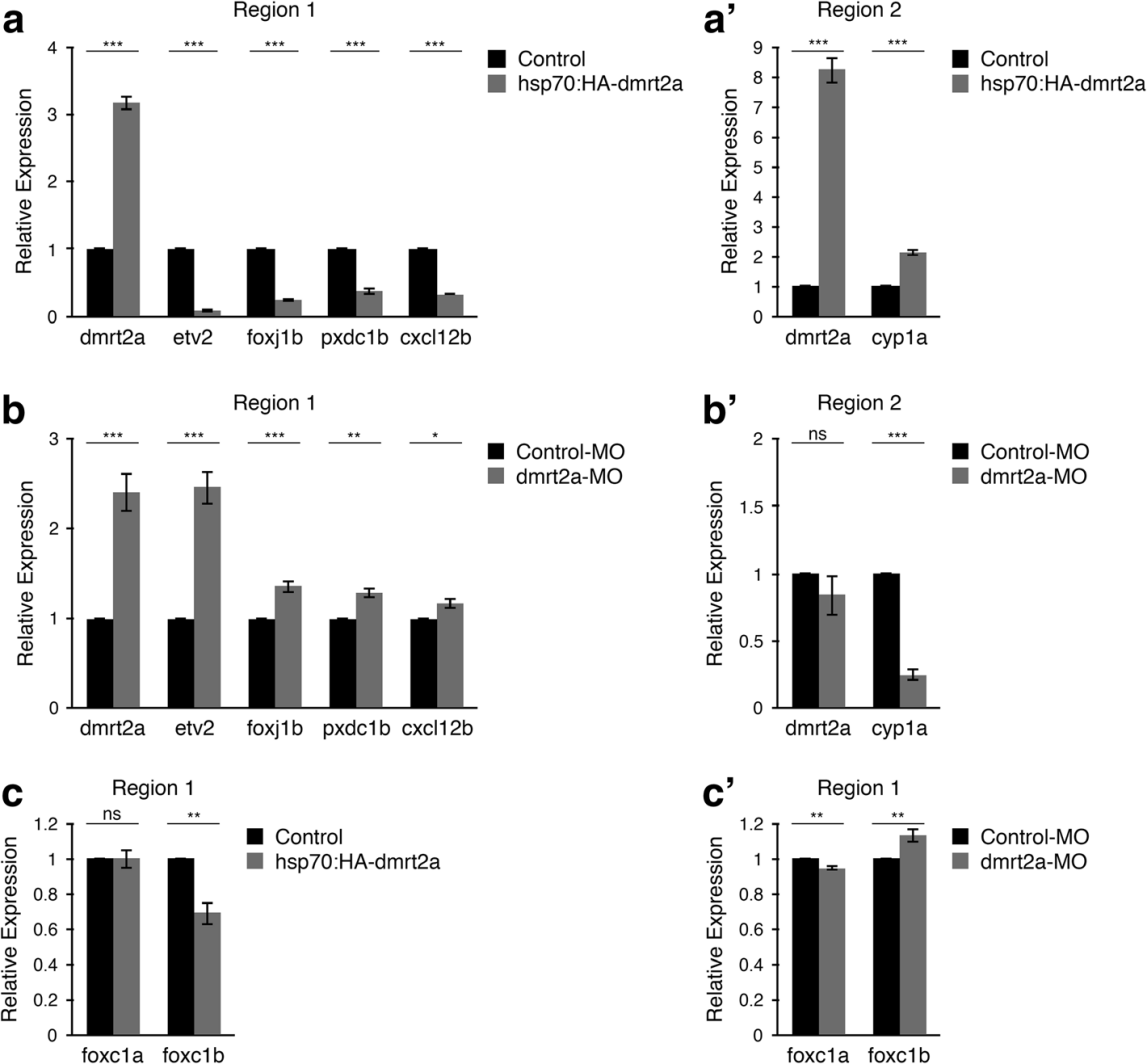
Microarray data validation. **a, a’** qPCR validation of selected genes from Region 1 (**a**) and Region 2 (**a’**), in a gain-of-function context. **b, b’** qPCR of selected genes from Region 1 (**b**) and Region 2 (**b’**), in a loss-of-function context. **c, c’** Evaluation of *foxc1a* and *foxc1b* transcripts by qPCR using Region 1 samples, in gain-of-function (**c**) and loss-of-function (**c’**) experiments. *P < 0.05, **P < 0.01, ***P < 0.001, ns: not significant. *P*-values were generated using a two-tailed *t*-test

### Validation of six genes downstream of Dmrt2a: *foxj1b*, *pxdc1b*, *cxcl12b*, *etv2*, *foxc1b* and *cyp1a*

To ensure that the selected genes were not a result of *dmrt2a* misexpression, we determined their level of expression in a knockdown context, using the previously validated *dmrt2a*-MO. In this combinatorial approach, only the genes down-regulated in the gain-of-function and up-regulated in the loss-of-function, or vice-versa, would be considered to be truly downstream of Dmrt2a activity.

In embryos injected with control-MO or *dmrt2a*-MO, we microdissected Region 1 and Region 2 (Fig. 9b, c) and did qPCR of the previously validated genes (Fig. 10b, b’ and Additional file 5: Figure S5b, b’).

Using this strategy, we were able to validate five genes: *foxj1b*, *pxdc1b, cxcl12b, etv2* (Region 1) and *cyp1a* (Region 2) (Fig. 10a-b’, for an illustration of the expression pattern of these genes see Additional file 6: Figure S6A1-J2, and for *dmrt2a* expression pattern see Additional file 7: Figure S7A1-B2’). To ensure that the change of the expression levels of the five selected genes was not due to *dmrt2a*-MO off-target effects, we injected this MO in the mutant background and compared it with wildtype embryos. We analysed these embryos using in situ hybridisation and showed that these genes are specifically affected by *dmrt2a*-MO (Additional file 7: Figure S7C1-C3’ and Additional file 8: Figure S8A1-E3). We also observed that similarly to what happens in *dmrt2a* mutants, in morphant embryos, *dmrt2a* transcripts are also up-regulated (Figs. 7 and 10b, Additional file 5: Figure S5b and Additional file 7: Figure S7A1-A2’).

As Etv2 is a transcription factor with a well-described interaction with the Foxc proteins [20, 21], we verified the presence or absence of Foxc proteins in the microarray data. 

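*foxc1b*, one of the 2 zebrafish homologs of the mouse forkhead gene *Foxc1*, lay lower in transgenic pieces of Region 1 without passing the adjusted threshold, and the other, *foxc1a*, differed little. The log2 signal of *foxc1b* was 5.85 ± 0.06 (SD, n = 3) in transgenic and 6.30 ± 0.08 (SD, n = 3) in control pieces, a fold change of -1.37 (log2 -0.46, standard error 0.0736, limma adjusted p = 0.0723), and every transgenic array lay below every control array. For *foxc1a* it was 8.96 ± 0.08 (SD, n = 3) and 9.02 ± 0.02 (SD, n = 3), a fold change of -1.05 (log2 -0.07, limma adjusted p = 0.757). In Region 2 the log2 differences were -0.48 for *foxc1b* (adjusted p = 0.133) and -0.19 for *foxc1a* (adjusted p = 0.373). A second probe set of *foxc1b*, with a mean signal of 2.83, had a log2 difference of 0.09 in Region 1. The *foxc1b* difference in Region 1 passed the threshold when limma used a trend and a robust spread, all 12 arrays, or only brighter or singly named probe sets, and also without a block of unnamed probe sets, an alternative chosen after seeing the data.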

We found that the zebrafish homolog genes of the mouse *Foxc1* – *foxc1a* and *foxc1b* – were present in the microarray data but with low fold changes (FC = − 1.04, *P* = 0.219, FDR = 0.636; FC = − 1.3, *P* = 0.00134, FDR = 0.103, respectively) (Additional file 3: Figure S3a). While *foxc1a* could not be validated by the loss-of-function approach, we verified that *foxc1b* was indeed down-regulated after *dmrt2a* overexpression and up-regulated after *dmrt2a* loss-of-function (Fig. 10c, c’, for an illustration of the expression pattern of *foxc1b* see Additional file 6: Figure S6 K1-L2’). To ensure that the change of the expression levels of *foxc1b* was not due to *dmrt2a*-MO off-target effects, we injected this MO in the mutant background, as before. We analysed these embryos using in situ hybridisation and showed that *foxc1b* is specifically affected by *dmrt2a*-MO (Additional file 8: Figure S8F1-F3’).

In this work, we identified and validated six genes downstream of Dmrt2a during early development: *foxj1b*, *pxdc1b, cxcl12b, etv2*, *foxc1b* and *cyp1a*. The relationship between them and Dmrt2a, and their contribution to the different Dmrt2a functions, will be the subject of future studies.

## Discussion

In order to establish the mechanism of action of Dmrt2a, one needs to identify its downstream genes. In this work, we generated and validated several genetic tools that allowed us to identify six genes downstream of Dmrt2a during early embryonic development: *foxj1b*, *pxdc1b, cxcl12b, etv2*, *foxc1b* and *cyp1a*.

To develop one of our genetic tools – stable *dmrt2a* mutant lines – we used the TALEN technology. However, when considering the different *dmrt2a* mutant lines we generated, we were surprised to detect only a very weak or negligible phenotype, when compared to the previously published morpholino data [3, 5, 8]. The robustness of *dmrt2a* knockdown phenotype had been previously established in two independent studies [3, 5], especially in the work of Matsui et al. [5], and its specificity was further confirmed with our work.

The weak phenotype obtained could not be due to the maternal contribution of *dmrt2a* transcripts because we always used an incross between homozygous mutant fish. The presence of alternative ATGs could be an issue, as discussed before, mainly in the case of *dmrt2b* mutant. Another possibility for the weak mutant phenotype is the presence of compensatory gene(s). Our data indicate that *dmrt2b* does not seem to compensate for the lack of *dmrt2a*, supporting the findings of Liu et al. [8]*.* Therefore, to uncover if a compensatory mechanism is taking place, a genome wide approach could be performed comparing mutants and morphants.

To prove the absence of mutant proteins we need specific antibodies that are not available. Thus, in an attempt to understand the outcome of our mutations, we evaluated *dmrt2a* and *dmrt2b* transcripts in the different mutant backgrounds. In theory, if the transcripts are not functional they should be degraded. This hypothesis should have been true at least in the case of *dmrt2b* mutant, due to non-sense mediated decay. However, we observed that *dmrt2a* and *dmrt2b* transcripts are up-regulated in the different mutants evaluated. This suggests that, in the absence of a completely functional transcript/protein, the stimulus to constantly produce more transcript remains, further suggesting that Dmrt2a and Dmrt2b proteins, if produced, should not be completely functional. This does not exclude the possibility of degradation of the mutant transcripts, only that the rate of transcript degradation is slower than the rate of production.

Regarding future approaches to this problem, an effort should be placed in the identification of *dmrt2a* and *dmrt2b* promoter regions, in the generation of bona fide null mutants and in the production of specific antibodies.

As we have no certainty that *dmrt2a* mutants are nulls, we decided against using these lines in the microarray approach. Yet, we were able to take advantage of them to validate *dmrt2a*-MO, confirming its specificity. Therefore, we performed the microarray with Tg(hsp70:HA-*dmrt2a*) and validated its data using *dmrt2a*-MO.

From the list of microarray validated genes, *foxj1b* [19] is a strong candidate to mediate the left-right asymmetry phenotypes of Dmrt2a, which were previously described in gain and loss-of-function approaches.

With our timely controlled *dmrt2a* overexpression experiments we identified a new phenotype in somite border formation, which recalls the *Dmrt2* mouse mutant phenotype [9]. The defects observed in the mouse mutants were associated with a strong reduction of the levels of LAMININ-1, an extracellular matrix protein [9]. While in our pool of six validated genes, we did not identify classic extracellular matrix related genes, we found an interesting candidate, *pxdc1b*. Pxdc1b belongs to a family related to membrane attachment to organelles of the endocytic and secretory systems via binding of phosphoinositide lipids [22]. As extracellular matrix proteins are continuously being secreted [23], *pxdc1b* could establish a link between Dmrt2a, extracellular matrix deposition and somite border defects.

Additionally, in our microarray, we identified *cyp1a* as a gene downstream of Dmrt2a. This cytochrome was one of the few genes up-regulated after *dmrt2a* overexpression and the only one that was validated by the loss-of-function approach. Also, *cyp1a* is the only validated gene from the microdissected Region 2. However, Cyp1a physiological function in the embryo remains unknown therefore, its interaction with Dmrt2a will require further analysis.

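*cyp1a*, a cytochrome P450 gene induced through the aryl hydrocarbon receptor, was higher in transgenic pieces of Region 2, at 6.39 ± 0.10 (SD, n = 3) against 5.44 ± 0.06 (SD, n = 3) in control pieces. This is a fold change of 1.94 (log2 0.96, standard error 0.0814, limma adjusted p = 0.0139), just under the fold threshold of 2. In Region 1 it was 5.03 ± 0.10 against 4.49 ± 0.17, a fold change of 1.45 (limma adjusted p = 0.119). Of 21 genes linked to the aryl hydrocarbon receptor, *cyp1a* was higher and the cystine transporter *slc7a11* lower in Region 2 (log2 -0.83, limma adjusted p = 0.0163, and 0.0668 to 0.0948 without each array in turn), and the other 19 did not pass. When adjusted over the list alone, 1 was higher and 2 lower (camera adjusted p = 0.549). In Region 1 limma passed none of the 21 (6 higher and 4 lower at an unadjusted p under 0.05; 1 higher and 1 lower when adjusted over the list alone; camera adjusted p = 0.989), nor did the paper's test after adjustment. Without any 1 array, the log2 difference of *cyp1a* in Region 2 lay between 0.92 and 1.01 and its adjusted p between 0.0603 and 0.0829, and with the paper's test it was 0.0576.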

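Few named genes rose past the thresholds. In Region 2, apart from *dmrt2a*, *lrrn3b*, which encodes a leucine-rich repeat membrane protein, rose from 3.90 ± 0.13 to 4.93 ± 0.11 (SD, n = 3), a log2 change of 1.03 (limma adjusted p = 0.0167). In Region 1, *lrrn3b* rose as well, by 1.26 (limma adjusted p = 0.0106). The largest rise in Region 1 was that of *si:dkey-26g8.5*, from 4.85 ± 0.16 to 6.54 ± 0.15 (SD, n = 3), a log2 change of 1.69 (limma adjusted p = 0.0072). Other genes that rose in Region 1 were *twist3* (log2 1.22), *zgc:174153* (1.19), a further gene known by a clone name (1.15), *wu:fa26c03* (1.15), the protocadherin *pcdh18a* (1.14), the cathepsin gene *ctslb* (1.06, a change that the paper's qPCR did not bear out in Region 1), *si:rp71-77l1.1* (1.03) and *sim1a* (1.01). *anpepb* and *cacna2d3*, which the paper shows as raised in Region 1, were higher by 0.99 (limma adjusted p = 0.0136) and 0.99 (limma adjusted p = 0.0106) on the log2 scale, fold changes of 1.99 and 1.98. The chemokine receptor gene *cxcr4b* was higher in both regions, by 0.86 in Region 1 and 0.81 in Region 2 (limma adjusted p = 0.0172 and 0.0305), under a 2-fold change. Apart from *dmrt2a*, each of these rises lost its call without at least 3 of the 6 arrays of its region, taken out 1 at a time.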

Interestingly, we validated three genes related to vascular development: *cxcl12b, etv2* and *foxc1b*. Although we lack functional data to explain the relationship between Dmrt2a and these genes, when considering *dmrt2a* expression pattern within the somite, we can contemplate the hypothesis that Dmrt2a is affecting the small population of somite-derived endothelial cells [24, 25].

*cxcl12b* is expressed in a subset of the myotome, named endotome, which will colonise the dorsal aorta and will contribute to endothelial and vascular associated cells in zebrafish [25]. As *dmrt2a* is also expressed in the myotome [2], and as it acts as a transcriptional repressor, we can speculate that it could restrict *cxcl12b* endotome expression domain.

*etv2*-expressing angioblasts (endothelial cells precursors) migrate from the lateral plate mesoderm, intersomitically, towards the midline, where they contribute to the dorsal aorta and posterior cardinal vein [26]. Therefore, a possible cell non-autonomous interaction between Dmrt2a and *etv2* could occur at somite territory.

Foxc proteins have been previously described to interact with *etv2* [21] thus, it would be worthwhile to analyse if, the somite-expressed gene *foxc1b*, can cooperate with *etv2* downstream of Dmrt2a. Moreover in mouse, CXCL12 receptor – CXCR4 – is transcriptionally activated by FOXC1 and FOXC2 in endothelial cells [27]. Although in zebrafish, a link between Cxcl12 signalling and Foxc transcription factors has not been established, it would be interesting to evaluate if this interaction could occur.

## Conclusions

In this study, we generated and characterised an inducible *dmrt2a* transgenic line and mutant lines for *dmrt2a* and *dmrt2b*. Using our transgenic line we described for the first time *dmrt2a* overexpression phenotype. We confirmed that the mild phenotype present in *dmrt2a* mutant lines is not due to a compensatory mechanism mediated by *dmrt2b*. Additionally, we took advantage of one of our *dmrt2a* mutant lines to confirm *dmrt2a*-MO specificity, validating this tool.

Using our tools we performed and validated a microarray experiment that allowed the identification of six genes downstream of Dmrt2a: *foxj1b*, *pxdc1b, cxcl12b, etv2*, *foxc1b* and *cyp1a*.

The identification of these six genes will contribute to the understanding of Dmrt2a mechanism of action during zebrafish early development.

In which embryonic domains is Dmrt2a controlling these genes, if their interaction with Dmrt2a is direct or not and, how can these genes contribute to the previously described Dmrt2a phenotypes, will be addressed in future studies.

## Methods

### Zebrafish lines maintenance and husbandry

All zebrafish (*Danio rerio*) lines used had Tubingen background and were maintained at 28 °C on a 14-h light/10-h dark cycle. The wildtype fish used to generate the transgenic and mutant lines were obtained from Zebrafish International Resource Center (ZIRC). Adult zebrafish were only used as breeders. The embryos when collected were kept in an incubator at 28 °C, under the same light/dark cycle, until the appropriate stage of development [11].

When growing a new fish line, embryos were bleached before reaching 24 hpf, as described [28]. After 5 days in the incubator at 28 °C, 40–50 larvae were transferred to tanks of 3 l, where they grew during 1 month. The number of juvenile fish per litre decreased gradually until reaching adulthood. Adult breeding zebrafish (3 months old) were maintained at a density of five fish per litre.

Zebrafish were raised and maintained in a six-rack recirculating system from Tecniplast supplied by a reverse osmosis unit. Conductivity was maintained at 800 μS with ocean salt (Aquarium Systems) and pH was maintained at 7.0, and adjusted with sodium bicarbonate (Sigma-Aldrich). Fish were fed with ZEBRAFEED (Sparos, Portugal) < 100 μm (larvae), between 100 and 200 μm (juvenile fish) and between 200 and 400 μm (adults). Additionally, adult fish ate a meal of decapsulated *Artemia* (ZM Systems) per day.

All experiments were performed with embryos obtained from an outcross of homozygous progenitors, in the case of transgenic fish, and from an incross of two homozygous progenitors, in the case of mutant fish.

### Transgenic line generation

To generate the Tg(hsp70:HA-*dmrt2a*), *dmrt2a* cDNA with an N-terminal HA-tag was placed downstream of the *hsp70* heat-shock promoter in the pT2 vector (UAS-hsp70 promoter-polyA-γ-crystallin promoter-CFP). *dmrt2a* total RNA was extracted using TRIzol (Thermo Fisher), and cDNA was synthesised using the M-MLV Reverse Transcriptase Kit (Thermo Fisher). The transgenic construct was generated using a set of PCR reactions: (1) *dmrt2a* sequence was amplified using the pF-dmrt2a-HA-Nter (5’-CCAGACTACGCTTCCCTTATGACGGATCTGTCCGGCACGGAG-3′) to add the C-terminal of the HA sequence to the N-terminal of *dmrt2a* and a pR-dmrt2a-StuI (5’-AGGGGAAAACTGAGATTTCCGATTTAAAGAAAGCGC-3′) to add a *Stu*I restriction site to the C-terminal of *dmrt2a* and, (2) using the primer pF-HA-K-ClaI (5’-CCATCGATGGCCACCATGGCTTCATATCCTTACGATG-3′) we generated the full-length HA sequence, added the Kozak sequence and the *Cla*I restriction site. This construct was cloned into the pGEM-T Easy Vector (Promega) and screened using the blue-white screening technique. Next, this construct and the pT2 vector were digested with *Cla*I and *Stu*I (New England BioLabs) and gel purified using the Wizard SV Gel and PCR Clean-Up System (Promega). A ligation reaction between the *Cla*I-Kozak-HA-*dmrt2a*-*Stu*I fragment and the pT2 vector was performed using the T4 ligase (Promega). The positive colonies were selected and the DNA purified through a Genopure Plasmid Midi Kit (Roche). 20 pg (14 ng.μL^− 1^) of pT2 plasmid containing the hsp70:HA-*dmrt2a* insert were injected into one-cell stage zebrafish embryos together with 7 pg (5 ng.μL^− 1^) of transposase mRNA.

### Southern blot

Southern blot analysis was performed as described [29]. Briefly, F1 heterozygous adult transgenic fish were anaesthetised using Tricaine (Sigma-Aldrich). The tail fin was cut, and genomic DNA was extracted. About 10 μg of DNA were digested with *Stu*I (New England Biolabs), and the DNA fragments were separated by gel electrophoresis, at 30 V overnight. Afterwards, the gel was stained and washed, and the DNA transferred to a nylon membrane positively charged (Roche). To cross-link the DNA, the membrane was irradiated using UV light (λ = 254 nm). The pre-hybridisation and hybridisation were performed using the ULTRAhyb buffer (Ambion). The radiolabelled probe was added at 10^9^ cpm.mL^− 1^ of ULTRAhyb, and the hybridisation was carried out at 42 °C for 16–24 h. The γ-crystallin probe was amplified from the pT2 vector using the set of primers, pFCrisSB1 (5’-ATACGACACTGCATGGATCACCTGAAAG-3′) and pRCrisSB1 (5’-CTTTACCCAAAGAGTTATCCAGCATTCC-3′), which generated a fragment of 561 bp. The PCR product was gel purified using the Wizard SV Gel and PCR Clean-Up System (Promega). The DNA was labelled with ^32^P-dATP (PerkinElmer) using the Random Primer Labelling Kit (Stratagene). The signal was detected using the Phosphoimager Cassette (Molecular Dynamics) and analysed using the Typhoon System Model 9210 (GE Healthcare Life Sciences).

### Heat-shock experiments

In all heat-shock experiments, embryos were raised at 28 °C. At bud-stage, embryos were placed in embryo medium (5.02 mM NaCl, 0.17 mM KCl, 0.33 mM CaCl_2_.2H_2_O, 0.33 mM MgSO_4_.7H_2_O, 10^− 5^% methylene blue) pre-warmed at 39 °C, and heat-shocked for 30 min at the same temperature. Embryos were then collected and maintained at 28 °C until the appropriate stage of development. Tg(hsp70:HA-*dmrt2a*) and control embryos were heat-shocked with the same procedure.

### Genome editing

TALEN were designed using TAL Effector-Nucleotide Targeter (TALE-NT) 2.0 web based tools [30] together with the R-based tool developed by Jorge Velez (NICHD). The selected genomic regions for *dmrt2a* and *dmrt2b* were introduced in TALEN Targeter. Custom Spacer/Repeat Variable Diresidue (RVD) Lengths were used, with the spacer ranging from 14 to 17 nucleotides and the RVD lengths ranging from 16 to 21 nucleotides. The G substitute chosen was NN. The upstream base chosen to each monomer was T.

For *dmrt2a,* we designed one TALEN pair with a spacer containing the ATG start codon, Pair-1 (P_1_) (**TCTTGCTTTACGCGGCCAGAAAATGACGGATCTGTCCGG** start codon and the DM GCACGGAGTTTGAGA), and another TALEN pair further downstream, Pair-2 (P_2_) (**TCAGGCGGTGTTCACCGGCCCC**GGAGAGGACGACAC**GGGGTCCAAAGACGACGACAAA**). For *dmrt2b,* we designed a TALEN pair targeting the region between the ATG start codon and the DM domain, Pair-3 (P_3_) (**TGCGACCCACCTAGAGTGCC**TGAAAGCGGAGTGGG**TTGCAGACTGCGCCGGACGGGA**). TALEN binding sites are in bold caps, and the spacer region is underlined. Paired Target Finder was used to check for off-targets, the Score Cut-off chosen was 3.0.

To generate the single *dmrt2a* mutants (*dmrt2a*^*Δ100*^ and *dmrt2a*^*Δ14*^), 200 pg of P_1_ and 200 pg of P_2_ RNA were co-injected into one-cell stage embryos. To generate the single *dmrt2b* mutants, 250 pg of P_3_ RNA was injected into one-cell stage embryos. RNA was synthesised using mMESSAGE mMACHINE SP6 Transcription Kit (Thermo Fisher). To generate the double mutants, *dmrt2a*^*Δ100−/−*^ was crossed with *dmrt2b*^*−/−*^ and *dmrt2a*^*Δ14−/−*^ was crossed with *dmrt2b*^*−/−*^.

To screen the F0 mosaics and the following generations of *dmrt2b* single and double mutants, a High Resolution Melting screening method was developed using Corbett Rotorgene 6000 (Corbett Life Science) and Power SYBR Green PCR Master Mix (Thermo Fisher). The primers used for this method were: pF-HRMdmrt2b (5’-CACAGGTAGATGCGACCCAC-3′) and pR-HRMdmrt2b (5’-CTTCATCCGTGCCCATGACC-3′). To screen *dmrt2a*^*Δ100*^ and *dmrt2a*^*Δ14*^ single and double mutants, a PCR followed by gel electrophoresis was used with the following primers: pFdmrt2a (5’-GACACGTTACATGCAGGAAAACA-3′) and pRdmrt2a (5’-GCGGTCAGATTTGTCGTCGT-3′).

### Morpholino microinjection

A *dmrt2a* antisense morpholino targeting the ATG region (5’-AGATCCGTCATTTTCTGGCCGCGTA-3′) [3, 5] and a standard control morpholino (5’-CCTCTTACCTCAGTTACAATTTATA-3′) obtained from Gene Tools, were injected at 1.5 ng/embryo, into one-cell stage embryos. In the morpholino validation experiments, we injected *dmrt2a* morpholino in the mutant background, in the same days and using the same settings as in the wildtype counterparts, to ensure a controlled procedure.

### In situ hybridisation and immunohistochemistry

Single whole-mount in situ hybridisation was performed as described [31]. Embryos were photographed with a LEICA Z6 APO stereoscope coupled to a LEICA DFC490 camera.

Digoxigenin-labelled antisense RNA probes were synthesised from DNA templates of *deltaC* [32], *her1* [33], *her7* [34], *mespb* [35], *pcdh8* [36], *myod1* [37], *cb1045* [38], *spaw* [39], *pitx2* [40], *myl7* [41], *cxcl12b* [25], *etv2* [42], *foxj1b* [19], *foxc1b* [43], *dmrt2a* [4], *cyp1a,* which was cloned in pGEM-T Easy (Promega) using the pF-cyp1a (5’-ATGGCTCTGACTATTCTTCCAATATTGGG-3′) and pR-cyp1a (5’-CTAGAACCCAGGCTGTGGTGTGACCCGA-3′) and *pxdc1b,* which was cloned in pGEM-T Easy (Promega) using the pF-pxdc1b (5’-ATGGCATCGGCGATTTTTGAGGGCA-3′) and pR-pxdc1b (5’-AAGTCAGTTTCAAAAGGAACCAGA-3′).

For HA immunohistochemistry, the embryos were fixed after heat-shock in 4% paraformaldehyde overnight, incubated with rat anti-HA antibody (1:200, 3F10, Roche #11867423001) followed by anti-rat Alexa Fluor 594 (1:500, Thermo Fisher #A11007). F-actin and nuclei were detected with Alexa Fluor 488-Phalloidin (1:400, Thermo Fisher #A12379) and DAPI (10 μL.mL^− 1^), respectively. Embryos were photographed with a Zeiss LSM 510 Meta.

### Western blot

Embryos were collected 1 h 30 min and 2 h 30 min after heat-shock, treated as described [44] and kept at − 70 °C. The following procedure was performed as described [45]. For HA-tag detection, the membranes were incubated overnight with rabbit anti-HA antibody (1:1000, Y^− 11^, sc-805, Santa Cruz). For beta-actin, we used a rabbit anti-beta-actin (1:5000, ab8227, Abcam). As secondary antibody, we used an HRP-conjugated mouse anti-rabbit IgG antibody (1:10000, sc-2357, Santa Cruz).

### Microarray

Between the period of 2 h and 2 h 30 min after heat-shock, Tg(hsp70:HA-*dmrt2a*) and wildtype embryos were microdissected as described [46]. Tissues from Region 1 and Region 2 (Fig. 9a, c) were kept in TRIzol (Thermo Fisher) at − 70 °C. We obtained a pool of 100 pieces from Region 1 and 100 pieces from Region 2, from each condition, per replicate. Three biological replicates for each condition were used. Total RNA was extracted using TRIzol (Thermo Fisher) and further purified with RNA Clean & Concentrator-5 kit (Zymo Research). RNA quality was assessed with an Agilent 2100 Bioanalyzer (Agilent Genomics), and all samples had a RIN value between 8.60 and 9.30. All samples were analysed with Affymetrix Zebrafish Gene 1.1 ST Array Strip (Thermo Fisher). The raw data (CEL files) were analysed with Affymetrix Expression Console Software, Affymetrix Transcriptome Analysis Console Software (Thermo Fisher) and R. Statistical analysis was performed using one-way ANOVA and False Discovery Rate (FDR) correction. Only genes with a fold change (FC) higher than 2 or lower than − 2, with *P* < 0.05 and FDR < 0.05, were considered with the exception of *foxc1b* with a FC = − 1,3, *P* = 0.00134 and FDR = 0.103. Gene Ontology (GO) analysis was performed using AmiGO [47] with Bonferroni correction.

### Quantitative RT-PCR

Total RNA was extracted from zebrafish embryos with the appropriate stage, using TRIzol (Thermo Fisher) and further purified using the Direct-zol RNA Miniprep Kit (Zymo Research). For the evaluation of *dmrt2a* transcript throughout development, we used *n* = 30 wildtype embryos, per replicate. For the gain-of-function experiment, we collected embryos from the Tg(hsp70:HA-*dmrt2a*) line and wildtype embryos, and performed a heat-shock (Fig. 9a). All embryos were microdissected in Region 1 and Region 2 (Fig. 9a, c). From this approach, we obtained a pool of 60 pieces from Region 1 and a pool of 60 pieces from Region 2, from each condition (experimental and control), per replicate. For the loss-of-function experiment, we injected wildtype embryos with *dmrt2a*-MO or control-MO, and microdissected them in Region 1 and Region 2 (Fig. 9b, c). From this approach, we obtained a pool of 46 pieces from Region 1 and a pool of 46 pieces from Region 2, from each condition (experimental and control), per replicate. For the evaluation of mutant transcripts, we used the different *dmrt2a* and *dmrt2b* mutant embryos and wildtype embryos, at 24 hpf, with *n* = 10, per replicate. Three biological replicates were used in each experiment. cDNA was synthesised using DyNAmo cDNA Synthesis Kit (Thermo Scientific) using random hexamer primers. Quantitative PCR was performed using Corbett Rotorgene 6000 (Corbett Life Science) and Power SYBR Green PCR Master Mix (Thermo Fisher). Quantification of the relative expression was performed using the 2^-ΔΔCt^ method. We evaluated each gene on an individual basis, between experimental and control samples. Data were analysed using a two-tailed *t*-test. The primers used are listed in Additional file 9: Table S1.

### Statistical analysis

All experiments were performed with at least three biological replicates, collected from different breeders. The statistical analysis performed in the microarray experiment was a one-way ANOVA and in qPCR experiments was a two-tailed *t*-test. *P* values of less than 0.05 were considered significant.

## Additional files

Additional file 1: **Figure S1.** TALEN pairs. **a** Alignment between TALEN P_1_ and *dmrt2a* sequence. **b** Alignment between TALEN P_2_ and *dmrt2a* sequence. **c** Alignment between TALEN P_3_ and *dmrt2b* sequence. The start codon is underlined, and the spacer region is in lowercase. Each colour represents a different Repeat Variable Diresidue (RVD). (TIF 3783 kb)

Additional file 2: **Figure S2.** HA-Dmrt2a dynamics after heat-shock. Immunostaining showing the expression of the HA-Dmrt2a fusion protein at different time-points post-heat-shock. The HA-Dmrt2a protein is depicted in red, and the nucleus is depicted in blue. Min: minutes. Scale bar: 10 μm. (TIF 16094 kb)

Additional file 3: **Figure S3.** Microarray data. **a, b** List of all the genes obtained in the microarray with FC > 2 or FC < − 2, *P* < 0.05 and FDR < 0.05, together with *dmrt2a*, *foxc1a* and *foxc1b* in Region 1 (FC = 1.3, *P* = 0.000416, FDR = 0.0677; FC = − 1.04, *P* = 0.219, FDR = 0.636; FC = − 1.3, *P* = 0.00134, FDR = 0.103, respectively). (**a**) Region 1 and (**b**) Region 2. Genes related to cardiac and vascular development are underlined. (TIF 679 kb)

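Many of the genes that fell did so in both regions. Of 62 probe sets lower in Region 1 and 83 lower in Region 2, 24 were shared, where independent lists would share 0.0684. Of 22 and 11 that were higher, 1 was shared, where 0.00322 would be. The shared probe sets name 18 genes that fell in both regions, among them *etv2*, *adora2b*, *msx3*, *osr1*, *her3*, *foxj1b*, *coro2a*, *nkx1.2la*, *spns2* and *pxdc1b*, and 1 that rose in both, *lrrn3b*. A gene is counted there by any of its probe sets: in Region 1 *nkx1.2la* passed with the dimmer of its 2 (log2 -1.28, limma adjusted p = 0.028) and not with the brighter (log2 -0.69, limma adjusted p = 0.146). *pxdc1b*, which the paper links to membrane attachment, fell from 7.79 ± 0.05 to 6.75 ± 0.015 (SD, n = 3) in Region 1 (log2 -1.04, limma adjusted p = 0.00397) and from 8.56 ± 0.0022 to 6.70 ± 0.13 (SD, n = 3) in Region 2 (log2 -1.86, limma adjusted p = 0.00286). Another 5 probe sets went opposite ways, higher in Region 1 and lower in Region 2, among them those of *ctslb*, *si:dkey-26g8.5*, *wu:fa26c03* and *zgc:174153*. A limma test of the difference between regions passed 144 probe sets at an adjusted p under 0.05 (41 to 71 with any 1 array left out, 54 with the replicate number as a block and 423 with a trend and a robust spread). The smallest adjusted p were those of *her3*, *si:dkey-26g8.5*, *grin2da*, *tbx1* and *pcdh12*. Of these, *tbx1* (3.40) and *pcdh12* (4.11) had a low control signal in Region 2 and *grin2da* (4.88) in Region 1, which leaves less room for a fall there. Of the 20 genes that Fig. 9d shows for Region 1, 18 were lower and 2 higher at an adjusted p under 0.05 there, and of 15 measured genes of Fig. 9e for Region 2, 13 were lower and 2 higher. The study chose both lists on these arrays, so the counts are not independent evidence. The regions share no arrays, but pieces of both regions may come from the same embryos, which would tie their replicates together. With the paper's test 7 probe sets were shared.

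**Figure D2:**
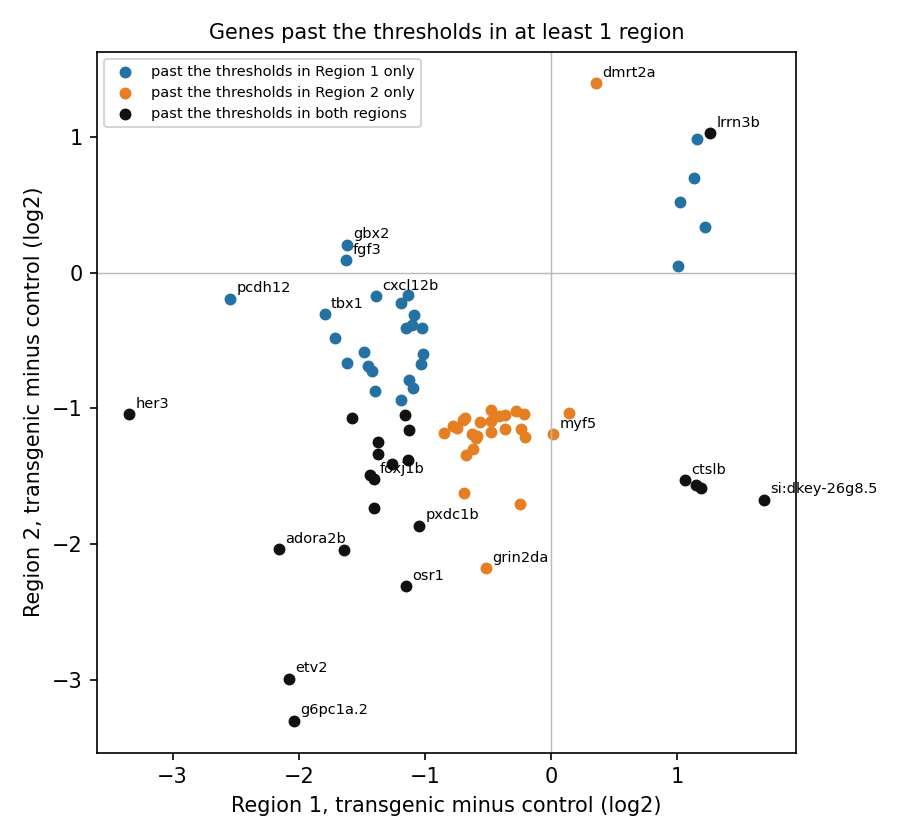
Log2 fold change, transgenic minus control, in Region 1 (horizontal axis) and Region 2 (vertical axis) of the 76 genes whose representing probe set was past the thresholds in at least 1 region. Each dot is 1 gene; black dots passed in both regions, blue dots in Region 1 and not in Region 2, orange dots in Region 2 and not in Region 1. *etv2* lies at -2.08 and -2.99, and *her3* at -3.35 and -1.04.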

Additional file 4: **Figure S4.** Gene Ontology (GO) analysis of the microarray data. **a, b** Most significant GO terms associated with the microarray data with FC > 2 or FC < − 2, *P* < 0.05 and FDR < 0.05. (**a**) Region 1 and (**b**) Region 2. (TIF 1345 kb)

Additional file 5: **Figure S5.** qPCR validation of the microarray data in gain and loss-of-function experiments. **a, a’** qPCR validation of selected genes from the microarray in a gain-of-function approach. (**a**) Region 1 and (**a’**) Region 2. **b, b’** qPCR validation of selected genes from the microarray in a loss-of-function approach using *dmrt2a*-MO. (**b**) Region 1 and (**b’**) Region 2. *P < 0.05, **P < 0.01, ***P < 0.001, ns: not significant. *P*-values were generated using a two-tailed *t*-test. (TIF 1349 kb)

Additional file 6: **Figure S6.** No misexpression was found in the validated genes after *dmrt2a* gain and loss-of-function experiments. **A1-L2’** In situ hybridisation results depicting the six genes validated in this work. **A1-B2”** *etv2* expression pattern after injecting ctrMO (**A1-A1”**), *dmrt2a*-MO (**A2-A2”**), and after heat-shock in control (**B1-B1”**) and Tg(hsp70:HA-*dmrt2a*) (**B2-B2”**). **C1-D2”’** *foxj1b* expression pattern after injecting ctrMO (**C1-C1”’**), *dmrt2a*-MO (**C2-C2”’**), and after heat-shock in control (**D1-D1”’**) and Tg(hsp70:HA-*dmrt2a*) (**D2-D2”’**). **E1-F2”** *cyp1a* expression pattern after injecting ctrMO (**E1-E1”**), *dmrt2a*-MO (**E2-E2”**), and after heat-shock in control (**F1-F1”**) and Tg(hsp70:HA-*dmrt2a*) (**F2-F2”**). **G1-H2** *cxcl12b* expression pattern after injecting ctrMO (**G1**), *dmrt2a*-MO (**G2**), and after heat-shock in control (**H1**) and Tg(hsp70:HA-*dmrt2a*) (**H2**). **I1-J2** *pxdc1b* expression pattern after injecting ctrMO (**I1**), *dmrt2a*-MO (**I2**), and after heat-shock in control (**J1**) and Tg(hsp70:HA-*dmrt2a*) (**J2**). **K1-L2’** *foxc1b* expression pattern after injecting ctrMO (**K1, K1’**), *dmrt2a*-MO (**K2, K2’**), and after heat-shock in control (**L1, L1’**) and Tg(hsp70:HA-*dmrt2a*) (**L2, L2’**). After *dmrt2a* overexpression using Tg(hsp70:HA-*dmrt2a*) we did not observe misexpression of the six validated genes. Upon comparison with *dmrt2a*-MO injected embryos, we observed changes in the expression levels of some genes (arrowheads), according to qPCR data. As depicted with asterisks, after *dmrt2a*-MO injection we observed only very subtle changes in the expression pattern of some genes, corresponding to the less affected genes, as quantified by qPCR. All embryos were collected between 3 and 4-somite stage (loss-of-function experiments) and between 2 h and 2 h 30 min after heat-shock (gain-of-function experiments). (A1-B2, C1-D2, E1-F2, G1-H2, I1-J2, K1-L2) Lateral view, anterior to the left. (A1’-B2’, C1’-D2’, E1’-F2’) Dorsal-anterior view, anterior to the top. (A1”-B2”, C1”’-D2”’, E1”-F2”, K1’-L2’) Dorsal-posterior view, anterior to the top. (C1”-D2”) Dorsal-medial view, anterior to the top. ctrMO: control morpholino. (TIF 13209 kb)

Additional file 7: **Figure S7.** *dmrt2a* expression pattern using in situ hybridisation after gain and loss-of-function experiments. **A1-B2’** *dmrt2a* expression pattern after injecting ctrMO (**A1, A1’**), *dmrt2a*-MO (**A2, A2’**), and after heat-shock in control (**B1, B1’**) and Tg(hsp70:HA-*dmrt2a*) (**B2, B2’**). **C1-C3’** *dmrt2a* expression pattern in wildtype embryos (**C1, C1’**), in *dmrt2a*^*Δ100−/−*^*;dmrt2b*^*−/−*^ embryos injected with ctrMO (**C2, C2’**) and *dmrt2a*-MO (**C3, C3’**). (A1-C3) Lateral view, anterior to the left. (A1’-C3’) Dorsal view, anterior to the top. All embryos were collected between 3 and 4-somite stage (loss-of-function experiments) and between 2 h and 2 h 30 min after heat-shock (gain-of-function experiments). ctrMO: control morpholino, WT: wildtype. (TIF 3087 kb)

Additional file 8: **Figure S8.** *dmrt2a*-MO is specific for the validated genes. **A1-F3’** In situ hybridisation results depicting the six genes validated in this work. **A1-A3”** *etv2* expression pattern in wildtype embryos (**A1-A1”**), in *dmrt2a*^*Δ100−/−*^*;dmrt2b*^*−/−*^ embryos injected with ctrMO (**A2-A2”**) and *dmrt2a*-MO (**A3-A3”**). **B1-B3”’** *foxj1b* expression pattern in wildtype embryos (**B1-B1”’**), in *dmrt2a*^*Δ100−/−*^*;dmrt2b*^*−/−*^ embryos injected with ctrMO (**B2-B2”’**) and *dmrt2a*-MO (**B3-B3”’**). **C1-C3’** *cyp1a* expression pattern in wildtype embryos (**C1, C1’**), in *dmrt2a*^*Δ100−/−*^*;dmrt2b*^*−/−*^ embryos injected with ctrMO (**C2, C2’**) and *dmrt2a*-MO (**C3, C3’**). **D1-D3** *cxcl12b* expression pattern in wildtype embryos (**D1**), in *dmrt2a*^*Δ100−/−*^*;dmrt2b*^*−/−*^ embryos injected with ctrMO (**D2**) and *dmrt2a*-MO (**D3**). **E1-E3** *pxdc1b* expression pattern in wildtype embryos (**E1**), in *dmrt2a*^*Δ100−/−*^*;dmrt2b*^*−/−*^ embryos injected with ctrMO (**E2**) and *dmrt2a*-MO (**E3**). **F1-F3’** *foxc1b* expression pattern in wildtype embryos (**F1, F1’**), in *dmrt2a*^*Δ100−/−*^*;dmrt2b*^*−/−*^ embryos injected with ctrMO (**F2, F2’**) and *dmrt2a*-MO (**F3, F3’**). We did not observe obvious differences between the three different conditions evaluated. All embryos were collected between 3 and 4-somite stage. (A1-A3, B1-B3, C1-C3, D1-D3, E1-E3, F1-F3) Lateral view, anterior to the left. (A1’-A3’, B1’-B3’) Dorsal-anterior view, anterior to the top. (A1”-A3”, B1”’-B3”’, C1’-C3’, F1’-F3’) Dorsal-posterior view, anterior to the top. (B1”-B3”) Dorsal-medial view, anterior to the top. ctrMO: control morpholino, WT: wildtype. (TIF 8561 kb)

Additional file 9: **Table S1.** Primers used in quantitative RT-PCR. (DOC 97 kb)

## Abbreviations

cDNA: Complementary DNA
ctr: Control
DM: Doublesex and Mab3
DMRT: Doublesex and Mab3 related transcription factors
FC: Fold change
FDR: False discovery rate
GO: Gene ontology
HA: Haemagglutinin
hpf: Hours post-fertilisation
LRO: Left-Right Organiser
MO: Morpholino
mRNA: Messenger RNA
ns: Not significant
P_1_: TALEN pair 1
P_2_: TALEN pair 2
P_3_: TALEN pair 3
RIN: RNA integrity number
RVD: Repeat variable diresidue
TALEN: Transcription activator-like effector nucleases
UTR: Untranslated Region
WT: Wildtype

# Supplementary material for: Identification of Dmrt2a downstream genes during zebrafish early development using a timely controlled approach
**Source:** BMC Dev Biol. 2018 Jun 19;18:14. doi: 10.1186/s12861-018-0173-5
**Supplement:** Supplementary file 9 — Table S1. Primers used in quantitative RT-PCR.

**Supplementary Table 1:** Primers used in quantitative RT-PCR.

| **Gene** | **Forward sequence (5’-3’)** | **Reverse sequence (5’-3’)** |
| --- | --- | --- |
| Microdissection Experiments | | |
| *adora2b* | GGT CAC AGG TAA AAG GGC GA | TCT TTA CGG TTC CAG CCC AC |
| *anpepb* | AAA TCG CTC TGC CGG ACT TC | GGG CTG TCT CTC TGT ACG TG |
| *cacna2d3* | ACC TAT CCG TCA ACC TCA GC | ATG AGG GTT GGG TCT CTC CT |
| *coro2a* | AAC TCT GTG CCG CTA ATC CA | AGC ACC AGG AAA GAT CCA CC |
| *ctslb* | TGG AAT TAC AGT CAG TAA GGT TTG C | TCT CCT CCC GAC CTC TAC G |
| *cxcl12b* | AGC TGC CCT TTC CAA GTC ATT | CTT TGG GTT GAT GCA GAC CTC |
| *cyp1a* | AAC CAG TGG CAA GTC AAC CA | TTC AGT TCA GTA CCG TCC GC |
| *cyp26c1* | GTC TTA CCG ACA GTG CTG CT | GAT GCT CCA CCT GAA CTC CC |
| *dmrt2a-RT** | GAC AGC AAG CGA CAG AGG ACA A | CGG ATG TGT CGC TGA TAG ATA TT |
| *dmrt2b-RT* | GTG ATG GCA GCT CAA GTC GC | GGT AAG CTG TGC GTC TGA GAA |
| *elfa*** [1] | ACG CCC TCC TGG CTT TCA CCC | TGG GAC GAA GGC AAC ACT GGC |
| *etv2* | GGT TCC TGC TGG TTT CGA CTT | AAA AAG GAC AGG TCT TCA CCA C |
| *fgf3* | AAA ACA CGG AGC ACG GAC AA | CTA AGC TTG CGC ACC ATC TC |
| *foxb1a* | GGA AGG GTA GTT TCT GGG CG | GGA CAT CTG AGG GAG GTG TG |
| *foxC1a* | CGC TAT TCC GTC TCC AGT CC | CGC GTG AGA GTA CAT GGT CA |
| *foxC1b* | ACC AAG GCT TTT ACC GGA CC | AGA GTA CAT GCT CAT CGG CG |
| *foxH1* | TAG GAG AAG GAG CAC AAC GC | GCC TTG ATT CGT CGC TTT GG |
| *foxj1b* | CCA ATC CAT ACG CGC TTC AG | CTC CTC AGC CGG GTT TGT TT |
| *gpc4* | TGT GGT TAT GAG CAG CGG TT | CCG GCA TCA TCG GAG GTA AA |
| *grin2da* | TGG AAA CCC GCG ATT ACC TC | CAT ACC TGC CAC CAC CTC TC |
| *her3* | CGT CGG ACA CAG ACA GAG AT | CGC TCT CCA CGG TAC TGA AAT |
| *hnf1a* | GCT TCT GAG CGC CTT GTT GG | ATC CGT ATC GCT GAG TTT GGA |
| *hs3st3b1b* | GTA CTC ATG CGT GGG CTA CT | GGA AAT CCG TCT CCT TCG CT |
| *msx3* | AAC CTC GTA CAC TTC TCC GC | GAG CAA CTG CGA GGT GGT AA |
| *myf5* | GCA GTG TTT GTC CAG CAT CG | GGG AAT CAC TTC CGG TTG GA |
| *nkx1.2la* | GAA TCG CGC AAT GGG AAA CA | CTT CTG TGC GAG GAT GAG CA |
| *osr1* | CTC ACC CTC GTT AGG TTG CC | TCC ACG GCT GGG TTT TCT TT |
| *p53* | GGA GAC AAG CGA CTA TCC CG | CAC CAT TTG AAC GGG GCA AG |
| *pcdh12* | GCA GAT TAT GGG GCA AAC GG | CTG AAA GGG CCA GAA CCA GT |
| *pdgfra* | CGC CTA CGA CAG CAA GAG AG | ACT CGC AAA TCA GAC CCT CC |
| *pxdc1b* | CAG CCC AGC ACT CGT ATG AT | CGC TCA GGT CTT GAT CCA CAT |
| *sfrp1a* | CAA CGG ACA CCC TCC AGT TT | CGA TCC ATG TTC TCC CGC TT |
| *spns2* | CAT CTG CAG TTT CAT GGT GGC | TTC TGT TGA AGC GAT CCC CC |
| *tal1* | CCA ACA CAC CCT CCT GAC AA | GTC CCG CAC TAG AGT TGC AT |
| *tbx1* | TCC CAT TTT TGC GAT GTT GC | AAT AGT TGT AGG CGT GCT GGG |
| Evaluation of *dmrt2a* and *dmrt2b* mutant transcripts at 24 hpf | | |
| *dmrt2a-mut* | GCG ACA GAG GAC AAA AAG GGA | GGG CGG ATG TGT CGC TGA TA |
| *dmrt2b-mut* | CAG CAG GCC ACA GAG GGT AA | GTA GCG CTG GTA AGC TGT GC |

* - This primer pair was also used in the evaluation of *dmrt2a* transcripts throughout development.

** - This primer pair was used as housekeeping for all RT-PCR experiments.

**References**

1. Azevedo, A.S., et al., *The regenerative capacity of the zebrafish caudal fin is not affected by repeated amputations.* PLoS One, 2011. **6**(7): p. e22820.

How the deposited data were processed for this re-analysis (not part of the article)

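RNA was measured in pieces of zebrafish embryos from 4 groups: Region 1 (with the somites) and Region 2 (with the tailbud and the LRO) of Tg(hsp70:HA-*dmrt2a*) embryos and of wildtype control embryos, all heat-shocked at 39 °C for 30 min and collected from 2 h to 2 h 30 min later. Each group has 3 arrays, which the methods call biological replicates, each from a pool of 100 pieces. The numbers of the replicates do not tell which pools were prepared together, and the signals of arrays with the same number showed no shared deviation (correlations from -0.084 to 0.080), so the arrays were taken as unpaired.

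The log2 values were made by the authors from the scanner files with Affymetrix Expression Console and used here as deposited, 1 for each of 75212 probe sets on each array; the summarization and normalization method is not given in the sources used here. They lie between 0.739 and 12.5. The median of an array lies between 3.47 and 3.49 in Region 1 and between 3.29 and 3.32 in Region 2. Pairs of arrays of 1 group correlate at 0.988 to 0.992. Of the probe sets, 9270 hold the same 12 values as an earlier one, and 13950 form a block of low-numbered identifiers with no gene. The scanner files and spot intensities were not used here, so background and array quality were not assessed. Between arrays of a group, the median standard deviation of a probe set was 0.125 in Region 1 and 0.13 in Region 2 on the log2 scale, and with 3 arrays against 3 an exact permutation test cannot give a p under 0.1.

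Probe sets were named through the platform annotation. Symbols were updated through the gene identifier (27940 probe sets) or, failing that, through the symbol or a synonym (1495), and 93 kept the platform's symbol. The update tables and the positions of neighbouring genes came from a recent annotation of the zebrafish genome. No genome sequence was used. Probe sets with several symbols were tested but not assigned to a gene. A gene with several probe sets was represented by the one with the highest mean over the 12 arrays.

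R 4.3.3 with limma 3.58.1 was used for all tests across genes, and Python 3.11.15 for the annotation and the figures. Each region was fitted apart (lmFit and eBayes on 6 arrays), transgenic minus control. The difference of the transgenic effect between regions (Region 2 minus Region 1) and the difference between the control pieces of the regions were fitted with all 12 arrays and 4 group means. P-values are two-sided and adjusted by the Benjamini-Hochberg method over all 75212 probe sets. A probe set was counted as changed past the thresholds of the paper: a fold of 2 in either direction, with p and adjusted p under 0.05. The difference between regions and the members of gene lists were counted at an adjusted p under 0.05 without a fold minimum. The fit was tested on simulated data, in which 100 unchanged probe sets per size were given a log2 change: limma recovered 83% of the changes of 1.5 and 98% of those of 2.5 in Region 1 (85% and 95% in Region 2) and called 3 and 1 unchanged probe sets, and the one-way ANOVA of the methods recovered 52% and 83% (42% and 77%) and called 0.

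Gene lists of tissues, signalling pathways and stress responses, 34 in all with 721 genes, were written from general knowledge. Of these genes 659 were measured by a probe set of their own, 23 only by probe sets with several symbols, and 39 were not matched. The lists hold genes that the paper names; these are not independent evidence, since the paper chose them on these arrays. Each list was tested with camera on 1 probe set per gene with a preset inter-gene correlation of 0.01, adjusted over the 34 lists, and again with an estimated correlation. The count of members at an adjusted p over all probe sets is given beside the count when adjusted over the list alone. Cardiovascular genes among the changed genes were counted with Fisher's exact test (two-sided) against the 20519 named genes. The enrichment analysis of the paper, with gene ontology terms, was not repeated.

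The genes named in the text were taken from those picked by a rule, and not all of these are named. The rule picked those of Fig. 9d and Fig. 9e and of the text of the paper, whose values in the figure had been seen; the 10 largest rises and the 10 largest falls of each region among the genes past the thresholds whose arrays of both groups do not overlap; up to 4 members with the smallest adjusted p per list; for the control pieces, 5 genes in each direction; and, for the difference between regions, the 5 genes with the smallest adjusted p. Where transgenic and control arrays are said not to overlap, chance gives that to 10% of unchanged genes.

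As alternatives, the one-way ANOVA of the methods, limma with a trend and a robust spread, all 12 arrays in 1 fit, array weights, quantile normalization once more over all arrays, centring of each array on its median, only the brighter probe sets, only probe sets with 1 symbol, the replicate number as a block, a fold minimum of 1.5 or none, Tukey biweight averages in place of means, the mean over a gene's probe sets, lists without the genes that the paper names, and leaving out each array in turn were run. The Tukey averages replaced only the fold change, and their p-values are those of the ANOVA. An alternative without the block of low-numbered probe sets, and one with identical probe sets counted once, were chosen after seeing the data. Medians of lists have 95% intervals from 10000 bootstrap draws over the genes of the list.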

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

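The tests on brighter genes, on lists with the genes of the paper included, on angioblast genes, also against the fall of *etv2*, and on splits of both regions' arrays were chosen only after the result was seen.

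The effect of the transgene differed between the regions for many of the genes named, in a limma test of the difference itself (Region 2 minus Region 1, log2; adjusted p from 4.8e-05 to 0.0471). Genes with the greater fall in Region 1 included *her3* (2.31), *fgf3* (1.72), *cxcl12b* (1.21), *foxh1* (0.95), *zic2a* (0.91), *foxb1a* (0.90) and *pdgfra* (0.78). Genes with the greater fall in Region 2 included *prdm12b* (-1.46), *myf5* (-1.21), *osr1* (-1.16), *etv2* (-0.92), *pxdc1b* (-0.82) and *sfrp1a* (-0.67). *etv2* ended at about the same signal in both regions, from control levels of 6.23 in Region 1 and 7.13 in Region 2. Less room to fall in Region 1 therefore stays possible for *etv2*. Other genes had a low control signal, under 5, in the region of the smaller fall, so that a smaller effect there cannot be told from a lack of room to fall: *pcdh12* (2.35), *gbx2* (1.83), *tbx1* (1.49) and *cyp26c1* (1.24), at 4.11, 4.15, 3.40 and 3.15 in Region 2, and *grin2da* (-1.66) and *slc7a11* (-0.80), at 4.88 and 1.71 in Region 1. *otx2b* (-0.65) fell more in Region 2 although its mean signal was lower there (2.56, against 3.79 in Region 1). A lack of room in Region 1 does not account for that. Both levels lie near or under the array medians, where a change was not told from background. The cathepsin gene *ctslb* (-2.59) and *si:dkey-26g8.5* (-3.36), *zgc:174153* (-2.78) and *wu:fa26c03* (-2.71) rose in Region 1 and fell in Region 2, *sim1a* (-0.96), *tbx16* (-0.69) and *hoxc6b* (-0.53) rose in Region 1, and *dmrt2a* (1.04) rose more in Region 2. In all, 144 probe sets passed. When the arrays of both regions were split into 3 and 3 in all 100 ways, the real split alone gave as many (1 of 100), and the highest other count was 43. The 18 other splits that kept the real groups in 1 region gave 8 to 43, and the 81 that kept them in neither gave 0 to 4. The other splits mix transgenic and control arrays, which widens the spread within groups. They do not stand for an equal effect in both regions, so these counts do not decide whether the effects differ.

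Genes of the hindbrain and the head neural tissue, which the paper does not discuss as a group, were lower in transgenic pieces of both regions. The median member of the list lay at -0.20 in Region 1 (39 genes, camera adjusted p = 2.05e-16) and at -0.22 in Region 2 (camera adjusted p = 1.05e-08); with an estimated correlation the adjusted p were 0.0135 and 0.0352. In Region 1, 10 members were lower and 0 higher at an adjusted p under 0.05 with limma (22 lower and 1 higher at an unadjusted p under 0.05, 20 lower when adjusted over the list alone; 7 lower with the one-way ANOVA of the methods), and in Region 2, 6 were lower and 0 higher (19 lower and 0 higher at an unadjusted p under 0.05, 16 lower when adjusted over the list alone; 1 lower with the one-way ANOVA). Among them, *zic2a* fell by 0.96 and *pax6a* by 0.83 in Region 1, and *otx2b* fell by 1.06, *pax6a* by 0.99 and *pax6b* by 0.86 in Region 2; each of these lost its call without each array of its region in turn. Of the members lower in Region 2, *otx2b* and *six3b* had mean signals of 2.56 and 3.36 there. These lie near or under the array medians of 3.29 to 3.32, where a change was not told from background. The list shares *her3*, *fgf3*, *cyp26c1* and *foxb1a* with the genes that the paper shows for Region 1.

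Pieces taken further back in transgenic embryos would lower such genes in Region 1 where their signal is weaker further back. This stays open for the falls of these genes there. In control pieces 21 of the 39 were higher in Region 1 than in Region 2, and 3 were lower. *her3* was among the lower (7.72 in Region 1 against 8.31 in Region 2), so a shift towards Region 2 tissue alone would not lower it. Tissue between the regions was not measured. The list without the genes of the paper had a median of -0.196 in Region 1 (95% interval -0.333 to -0.0779, 35 genes), less than the fall of 0.5 set as the mark of such a loss, and its interval stays above it. This bound is not enough to exclude it, since that list leaves out genes past the thresholds and holds dim ones: the members with a mean above 5 had a median of -0.232 without the genes of the paper (-0.458 to -0.171, 20 genes) and of -0.326 with them (-0.827 to -0.196, 24 genes), an interval that reaches past -0.5. Genes of more posterior tissue moved the way such a shift would move them in part: in Region 1 the trunk *Hox* genes were higher (20 genes, median 0.214, camera adjusted p = 0.00125, but 0.0939 with an estimated correlation), as were the somite clock and presomitic mesoderm genes (26 genes, median 0.149, camera adjusted p = 0.00233, but 0.187 with an estimated correlation). The tailbud genes did not pass (39 genes, median 0.0798, camera adjusted p = 0.694). A large difference in stage of the transgenic embryos is argued against in Region 1 by the genes of muscle differentiation, with a median of 0.0487 (-0.0267 to 0.138, 31 genes), where a median beyond 0.5 was the mark. Dim members were kept, and a small difference in stage stays open. In Region 2 that list, with *myf5*, had a median of -0.076 (32 genes, camera adjusted p = 0.00234, but 0.11 with an estimated correlation). The effect of *dmrt2a* on this tissue, the biological explanation that the design offers, cannot be told apart from a difference in dissection with these pieces. The paper reports qPCR on further pools of pieces, which bore out each gene it selected except *ctslb* in Region 1. Its primers include *her3*, *fgf3*, *cyp26c1* and *foxb1a* of this list. Those pools were dissected by the same procedure, so a difference in dissection that recurs with genotype is not addressed by them.

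A second pattern is the fall of *etv2* and *tal1* in both regions. A fall of 0.5 shared by the pronephros, intermediate and lateral plate mesoderm genes is argued against by their medians, 0.0459 in Region 1 and -0.0183 in Region 2 (30 genes each), or 0.0449 and -0.0419 with the genes of the paper (31 genes). In Region 1 *osr1* was lower (-1.15) and *sim1a* higher (1.01). In Region 2 each member past an adjusted p of 0.05 was lower: *osr1* (-2.31), *hnf1bb* (-0.87), *hand2* (-0.74) and *gata5* (-0.55). Dim members were kept, such as *wt1a* (3.31 in control pieces of Region 2). The medians therefore leave open a smaller loss of this mesoderm, or a loss of part of it. For fewer angioblasts in transgenic pieces, angioblast and endothelial genes with a mean above 5 were taken. In Region 2 they had a median of 0.00491 without the genes of the paper (9 genes) and -0.190 with them (-0.408 to 0.126, 11 genes). A fall of 0.5 shared by these genes is argued against there, but a smaller loss of angioblasts stays open. The members went both ways, with *lmo2* at -0.41 and *dusp5* at 0.20 (limma adjusted p = 0.0905 and 0.339). Of all 31 on the list, 7 were lower and 1 higher in Region 2 when adjusted over the list alone. In Region 1 the medians were 0.0353 (-0.0399 to 0.116, 7 genes) and -0.00459 (-0.618 to 0.116, 9 genes). Fewer angioblasts as the whole cause of the *etv2* fall are argued against in both regions, since the interval with all genes stays above the smallest fall of *etv2* between any transgenic and any control array (-1.95 in Region 1 and -2.65 in Region 2). This holds as far as the genes of the list mark angioblasts at this stage, which was not tested. For the smaller fall of *tal1* in Region 1 (-0.62) fewer angioblasts stay open, since that interval reaches it and the list of 7 leaves out the genes past the threshold. An effect of *dmrt2a* on the transcription of *etv2* and *tal1* stays open in both regions and was not tested with these arrays. For *etv2* in Region 1 the paper has further evidence: by qPCR it changed in opposite directions after overexpression and after knockdown of *dmrt2a*. The paper counts it as downstream of Dmrt2a and leaves to future studies whether the interaction is direct.

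Another pattern is the excess of falls over rises. For an unequal response of the genotypes to the heat-shock, 33 heat-shock response genes were taken. Their medians were -0.0565 in Region 1 (95% interval -0.103 to -0.0088) and -0.0602 in Region 2 (-0.102 to -0.0106). A median beyond 0.5 had been set as the mark, and a shift of that size shared by these genes at collection is argued against. A median does not address a difference limited to some members. Pieces were collected hours after the heat-shock, so an earlier difference was not measured. An unequal response that was brief or limited to some of these genes therefore stays open. The list was slightly lower by camera (adjusted p = 0.00672 in Region 1 and 0.0552 in Region 2, but 0.104 and 0.253 with an estimated correlation). With limma *hspa8b* was lower in Region 1 (log2 -0.77, adjusted p = 0.0213) and *hspa1b* in Region 2 (log2 -0.55, adjusted p = 0.0343), both lost without each array, and 0 were higher (2 lower in each region when adjusted over the list alone). Other scalings left the excess in place: the share of falls in Region 1 was 73.9% with quantile normalization over all arrays and 71.4% with each array centred on its median, and in Region 2 it was 91.6% and 87.8%. An excess of repression by Dmrt2a, the explanation of the paper, and indirect effects in the hours after the heat-shock stay open, untested.

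Genes of the yolk syncytial layer, which the paper does not discuss, were lower in transgenic pieces of Region 2, with a median of -0.33 (22 genes, camera adjusted p = 1.95e-11, and 0.0352 with an estimated correlation). With limma 3 were lower and 0 higher there at an adjusted p under 0.05 (15 lower and 0 higher at an unadjusted p under 0.05, 13 lower when adjusted over the list alone; 2 lower with the one-way ANOVA): *apobb.2* (log2 -1.19), *mxtx1* (-1.09) and *slc26a1* (-0.86). The call of *apobb.2* was lost without transgenic replicate 1 or 2 or control replicate 2 or 3, and those of *mxtx1* and *slc26a1* without each array. In Region 1 the list was lower as well by camera, with a median of -0.0839 (adjusted p = 0.0196, but 0.127 with an estimated correlation). With limma 2 were lower and 0 higher there (8 lower and 3 higher at an unadjusted p under 0.05, 4 lower and 3 higher when adjusted over the list alone; 2 lower with the one-way ANOVA): *mxtx1* (log2 -0.70) and *slc26a1* (-0.71), both lost without each array.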

How the results depend on the processing

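The alternatives without the block of low-numbered probe sets and with identical probe sets counted once were chosen only after the result was seen.

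The 10 ways to split 6 arrays into 3 and 3 are too few for a share under 0.05. The real split gave 84 changed probe sets in Region 1, where the highest other gave 0, and 94 in Region 2, where the highest other gave 3 (1 split with as many in each region, the real one).

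The number of changed probe sets depends on the test. With the one-way ANOVA of the methods it was 32 in Region 1 (1 higher, 31 lower, 96.9% lower) and 30 in Region 2 (1 higher, 29 lower, 96.7% lower), and with Tukey biweight averages 33 (2 higher, 31 lower, 93.9% lower) and 30 (1 higher, 29 lower, 96.7% lower). The Tukey averages alter only the fold change and keep the p-values of the ANOVA, so these counts are close by construction. On simulated changes the ANOVA recovered fewer than limma at the same thresholds. With the replicate number as a block, 0 probe sets passed in either region (0 higher, 0 lower; 9410 and 8097 at an unadjusted p under 0.05 without the block); it takes up degrees of freedom, and arrays with the same number shared no deviation. With a fold minimum of 1.5 there were 297 in Region 1 (92 higher, 205 lower) and 293 in Region 2 (37 higher, 256 lower), and with none 381 (122 higher, 259 lower) and 352 (51 higher, 301 lower), as a lower minimum must give.

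The number of rises moved under further alternatives, and the cause was not tested. In Region 1 it was 36 with all 12 arrays in 1 fit and 13 with only probe sets of 1 symbol. In Region 2 it was 19 with a trend and a robust spread, 7 with quantile normalization, 17 with only brighter probe sets, 4 with only probe sets of 1 symbol (94.4% lower) and 6 without the low-numbered block. Without that block the ANOVA gave 35 in Region 1 (1 higher, 34 lower, 97.1% lower) and 41 in Region 2 (1 higher, 40 lower, 97.6% lower). Falls outnumbered rises under each alternative that gave any changed probe set.

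With each array left out in turn, 30 to 44 probe sets passed in Region 1 (1 to 7 higher, 29 to 37 lower, 84.1% to 97.3% lower). In Region 2 16 to 68 passed (1 to 6 higher, 15 to 63 lower, 85.0% to 97.4% lower), with 16 without control replicate 3, 25 without transgenic replicate 2, 39 without control replicate 1, 40 without control replicate 2, 41 without transgenic replicate 1 and 68 without transgenic replicate 3. Fewer arrays leave less power by construction.

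The transgenic effect differed between regions for 144 probe sets with all arrays. It was 54 with the replicate number as a block and 423 with a trend and a robust spread (the cause was not tested), and 41 to 71 with each array left out. The 25 probe sets changed the same way in both regions became 83 with a fold minimum of 1.5, 106 with none and 7 with the one-way ANOVA.

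Without the genes that the paper names, cardiovascular genes among the changed genes of Region 1 fell from 3 to 1 (Fisher's exact test, p = 0.102; 0.00256 to 0.102 over the alternatives), and those of Region 2 from 2 to 0, below the number expected by chance (exact p = 1; 0.00137 to 1 over the alternatives). The genes left out account for this by construction.

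Of the genes picked by the rule for naming that were past an adjusted p of 0.05, 33 of 60 in Region 1 and 27 of 48 in Region 2 were no longer past it with the one-way ANOVA, and all of them with the replicate block. None was lost with a trend and a robust spread, all 12 arrays, array weights or only singly named probe sets, nor any of the 58 and 46 that were kept among only brighter probe sets. Median centring lost 1 and 7, and quantile normalization 0 and 5. With an estimated correlation 12 of the 15 lists with a call in Region 1 and 5 of the 9 in Region 2 lost it. Without the genes of the paper 3 of 13 lost it in Region 1 and 0 of 6 in Region 2. No gene picked by the rule and past the threshold reversed under these alternatives.

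Signal limits the dim probe sets: those of 1 array have a median near 3.3 to 3.5 on the log2 scale, no background level is given in the table used here, and a change of a gene near that level was not told from one of the background.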

Differences from the paper's values

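No test was chosen after the result was seen for the values of the first paragraph; the set of probe sets in the last paragraph was.

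For *dmrt2a* in Region 2 the P of the paper is 0.000008, and limma gave 4.68e-07. Of the alternatives set before the data were examined, the one-way ANOVA of the methods and the Tukey averages (7.84e-06 both) and the fits without transgenic replicate 1, control replicate 1 or control replicate 3 are within 1.5 times the paper's value, and the others are not. The FDR of the paper there is 0.0212, against 0.00352 with limma. The ANOVA and the Tukey averages (0.0246) and the fits without transgenic replicate 1, transgenic replicate 3 or control replicate 2 come within 1.5 times of it, and the others do not. For *dmrt2a* in Region 1 the P of the paper is 0.000416, against 0.00112 with limma; the ANOVA and the Tukey averages (0.000416) and the fit on probe sets with 1 symbol (0.000408) are within 1.5 times, and the others are not. For *foxc1a* in Region 1 the P of the paper is 0.219, against 0.370 with limma; the ANOVA and the Tukey averages (0.219), a trend and a robust spread, all 12 arrays, only brighter probe sets and the fit without transgenic replicate 2 are within 1.5 times, and the others are not. For *foxc1b* in Region 1 the P of the paper is 0.00134, against 0.000588 with limma; the ANOVA and the Tukey averages (0.00134) and the fits without control replicate 1 or control replicate 3 are within 1.5 times, and the others are not. The methods of the paper name a one-way ANOVA. The Tukey averages alter only the fold change and keep the p-values of the ANOVA, so they are not a second match.

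For *foxj1b* in Region 1 the fold change of the paper is about -3.5 in Fig. 9d, read by eye, and it was -2.65 here for the probe set with the highest mean; no alternative brought it within the replicate error. Another probe set of *foxj1b* had a fold change of -3.46, chosen after seeing the values. The axis of Fig. 9d and Fig. 9e is labelled as logarithmic, while the values read from it match linear fold changes here.

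The paper shows 20 genes past its thresholds in Region 1 and these include *anpepb* and *cacna2d3*, which limma placed at fold changes of 1.99 and 1.98. *anpepb* was called with quantile normalization and with median centring (2.01 in both). Its fold was also above 2, with an adjusted p over 0.05, with Tukey averages (2.01) and without transgenic replicate 2 (2.02), control replicate 2 (2.00) or control replicate 3 (2.06). *cacna2d3* was called with median centring (2.00) and with Tukey averages (2.02). Its fold was also above 2, with an adjusted p over 0.05, without transgenic replicate 1 (2.03) or control replicate 3 (2.04). The other 18 were called here. For Region 2 the paper shows *cyp1a* past its thresholds, and its fold change was 1.94 here; no alternative at a fold minimum of 2 called it (the Tukey averages and the fit without transgenic replicate 2 gave 2.02, with an adjusted p of 0.0576 and 0.0603; it ran from 0.000476 to 0.153 over the alternatives), and those with a minimum of 1.5 or none did. The other 14 of the 15 measured genes were called. The one-way ANOVA over all probe sets called 17 of the 20 and 11 of the 15.

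The FDR values of the paper for Region 1 lie within 1.5 times of those with limma here. They were also sought with the ANOVA over 6 sets of probe sets, chosen after seeing the values. Over all probe sets the ANOVA gave an FDR of 0.0800 for *dmrt2a*, 0.122 for *foxc1b* and 0.662 for *foxc1a* in Region 1, and over the 61262 outside the low-numbered block it gave 0.0692, 0.105 and 0.637, and 0.0218 for *dmrt2a* in Region 2. None of the 6 sets gave the values of the paper exactly. Over those 61262 probe sets the ANOVA called 18 of the 20 genes of Fig. 9d and 14 of the 15 of Fig. 9e, so it drops 2 and 1.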

Other observations

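The test of neighbouring genes was chosen only after the result was seen.

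Genes of the extracellular matrix and the somite border, 31 in all, did not shift in a shared direction by camera, which does not address members that move both ways. Over all 75212 probe sets, 9410 in Region 1 and 8097 in Region 2 had an unadjusted limma p under 0.05. With limma 0 were higher and 0 lower at an adjusted p under 0.05 in Region 1 (8 higher and 8 lower at an unadjusted p under 0.05; 5 higher and 3 lower when adjusted over the list alone; camera adjusted p = 0.888) and in Region 2 (2 higher and 5 lower; 0 and 0 when adjusted over the list alone; camera adjusted p = 0.554), and the test of the methods passed 0 in both after adjustment.

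Genes of the somite clock and the presomitic mesoderm were higher in transgenic pieces of both regions by camera (26 genes, adjusted p = 0.00233 and 0.000144), but with an estimated correlation the adjusted p were 0.187 and 0.164. In Region 1, 5 were higher and 1 lower at an adjusted p under 0.05 (11 and 4 when adjusted over the list alone), among them *tbx16* (log2 0.95) and *nrarpb* (0.62) higher and *mespbb* lower (-0.62). In Region 2 limma passed 0 (12 higher and 4 lower at an unadjusted p under 0.05; 11 and 4 when adjusted over the list alone; 0 with the test of the methods). Of 20 trunk *Hox* genes, 2 were higher and 0 lower in Region 1 (8 and 0 when adjusted over the list alone, 8 and 1 at an unadjusted p under 0.05; camera adjusted p = 0.00125, and 0.0939 with an estimated correlation), *hoxc9a* (0.74) and *hoxc6b* (0.56).

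Retinoic acid genes were lower in Region 1 by camera (22 genes, adjusted p = 0.00155, but 0.0939 with an estimated correlation): *cyp26c1* and *dhrs3b* (log2 -0.52) were lower and 0 were higher with limma (5 lower and 1 higher when adjusted over the list alone; 6 lower and 2 higher at an unadjusted p under 0.05). Neural crest genes were lower there as well (20 genes, camera adjusted p = 0.000595, but 0.0939 with an estimated correlation), with *tfap2c* (-1.03), *foxd3* (-0.67) and *pax3a* (-0.53) past an adjusted p of 0.05 (7 lower and 1 higher when adjusted over the list alone). Head and pharyngeal mesoderm genes followed (18 genes, camera adjusted p = 1.18e-05, but 0.0545 with an estimated correlation), with *tbx1*, *cyp26c1* and *foxd3* (7 lower and 1 higher when adjusted over the list alone). Genes of sphingosine 1-phosphate signalling, 8 in all, had 1 lower in Region 1, *spns2* (log2 -1.13), and 2 in Region 2, *spns2* (-1.38) and *s1pr2* (-0.70; 3 lower in Region 1, and 4 lower and 1 higher in Region 2, when adjusted over the list alone; camera adjusted p = 0.0155 and 0.0552, and 0.261 and 0.253 with an estimated correlation). Of the genes named for these lists, *cyp26c1*, *tbx1* and *tfap2c* passed whichever array of Region 1 was left out, *spns2* in Region 2 passed with 1 array left out only when that was transgenic replicate 3, and the others lost their call without each array in turn.

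*ctslb* was at 6.02 ± 0.04 (SD, n = 3) in transgenic and 4.96 ± 0.23 (SD, n = 3) in control pieces of Region 1 (limma adjusted p = 0.0296), and at 3.79 ± 0.41 and 5.32 ± 0.11 in Region 2 (log2 -1.53, limma adjusted p = 0.0438). Its call was lost without each array in Region 1 (log2 0.94 to 1.17) and without each but transgenic replicate 1 in Region 2 (log2 -1.77 to -1.41). The paper reports that its qPCR did not bear out the change of *ctslb* in Region 1. In the order of genes on the chromosome *ctslb* has 3 other genes near it that rose in Region 1 and fell in Region 2, *wu:fa26c03*, *si:dkey-26g8.5* and *zgc:174153*. A candidate explanation for changes in groups of neighbouring genes is a linked haplotype, sequence that differs between the parents of transgenic and control embryos around the transgene or elsewhere. Among the 84 genes past the thresholds in either region that could be placed, 6 groups of at least 2 lay within 10 neighbouring measured genes, against a median of 3 and a 95th percentile of 6 in random lists matched on mean signal. As many or more were found in 9.68% of the random lists. The groups are too few to tell. A sequence difference that only altered the measured signal would shift a gene the same way in both regions. *ctslb* and these 3 neighbours lay at 1.06 to 1.69 in Region 1 and at -1.67 to -1.53 in Region 2, which argues against that form alone for them. A further gene of the same group of neighbours, *stambpl1*, fell past the thresholds in both regions, so that form stays open for it. A sequence difference that acts differently by region was not tested, so a linked haplotype otherwise stays open.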
